# Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation

**DOI:** 10.1186/s12964-019-0444-1

**Published:** 2019-10-17

**Authors:** Yi-Heng Hao, M. Carmen Lafita-Navarro, Lauren Zacharias, Nofit Borenstein-Auerbach, Min Kim, Spencer Barnes, Jiwoong Kim, Jerry Shay, Ralph J. DeBerardinis, Maralice Conacci-Sorrell

**Keywords:** MYC, WNT/β-catenin pathway, LEF1, Colon cancer, Tumorigenesis, Metabolism, PPARδ, ACAD9, Proliferation

## Abstract

**Background:**

While regulated WNT activity is required for normal development and stem cell maintenance, mutations that lead to constitutive activation of the WNT pathway cause cellular transformation and drive colorectal cancer. Activation of the WNT pathway ultimately leads to the nuclear translocation of β-catenin which, in complex with TCF/LEF factors, promotes the transcription of genes necessary for growth. The proto-oncogene MYC is one of the most critical genes activated downstream the WNT pathway in colon cancer. Here, we investigate the converse regulation of the WNT pathway by MYC.

**Methods:**

We performed RNA-seq analyses to identify genes regulated in cells expressing MYC. We validated the regulation of genes in the WNT pathway including LEF1 by MYC using RT-qPCR, Western blotting, and ChIP-seq. We investigated the importance of LEF1 for the viability of MYC-expressing cells in in fibroblasts, epithelial cells, and colon cells. Bioinformatic analyses were utilized to define the expression of MYC-regulated genes in human colon cancer and metabolomics analyses were used to identify pathways regulated by LEF1 in MYC expressing cells.

**Results:**

MYC regulates the levels of numerous WNT-related genes, including the β-catenin co-transcription factor LEF1. MYC activates the transcription of LEF1 and is required for LEF1 expression in colon cancer cells and in primary colonic cells transformed by APC loss of function, a common mutation in colon cancer patients. LEF1 caused the retention of β-catenin in the nucleus, leading to the activation of the WNT pathway in MYC-expressing cells. Consequently, MYC-expressing cells were sensitive to LEF1 inhibition. Moreover, we describe two examples of genes induced in MYC-expressing cells that require LEF1 activity: the peroxisome proliferator activated receptor delta (PPARδ) and the Acyl CoA dehydrogenase 9 (ACAD9).

**Conclusions:**

We demonstrated that MYC is a transcriptional regulator of LEF1 in colonic cells. Our work proposes a novel pathway by which MYC regulates proliferation through activating LEF1 expression which in turn activates the WNT pathway.

**Graphical Abstract:**

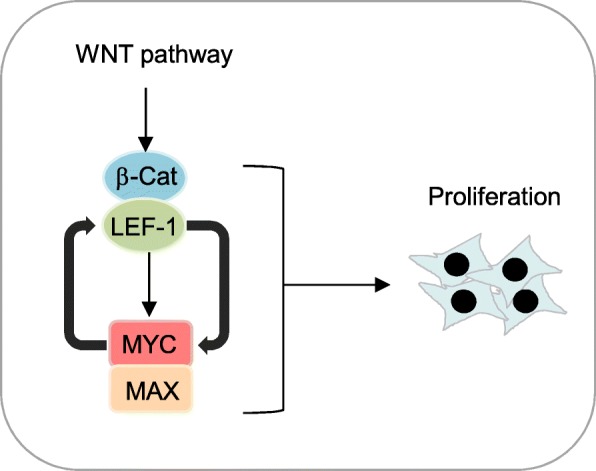

## Background

Colorectal cancer results from the accumulation of mutations in specific genes, including adenomatous polyposis coli (*APC*), *K-RAS*, and *P53* [1]. These mutations drive the transition from normal colonic epithelia to dysplastic adenoma and colorectal carcinoma [2]. Mutations in the *APC* gene are responsible for familial adenomatous polyposis (FAPC) and are also involved in the initiation of the majority of sporadic colorectal cancers [3]. The primary tumor suppressive role of APC is to negatively regulate the WNT signaling pathway via its role as a scaffold for the β-catenin destruction complex [4].

In normal cells, activation of the canonical WNT pathway occurs when secreted WNT ligands bind to the Frizzled and LRP5/6 membrane receptors, leading to the activation of a signaling cascade that promotes the nuclear translocation of β-catenin [5, 6]. In the nucleus, β-catenin interacts with transcription factors from the T-cell factor/Lymphoid enhancer factor (TCF/LEF) family and drives the expression of genes involved in cell proliferation, migration, and embryonic development [7]. TCF/LEF transcription factors are broadly expressed during embryonic development, during which they mediate physiological WNT signaling [8]. TCF/LEF proteins also mediate WNT signaling in adult tissues, especially in tissues derived from stem cell populations [8].

Regulated degradation of β-catenin limits WNT activity and suppresses cellular transformation. Cytosolic β-catenin is phosphorylated by a complex containing the scaffold molecules AXIN and APC together with the kinases glycogen synthase kinase 3β (GSK3β) and casein kinase 1 (CK1) [9]. The consecutive phosphorylation by CK1 and GSK3β targets β-catenin for proteolytic degradation by the proteasome [10]. Mutations in APC or AXIN that impair β-catenin degradation upregulate WNT signaling, leading to hyperproliferation and facilitating colon cancer development [7].

In addition to the activation of the WNT pathway via mutations in APC, intracellular TCF/LEF composition and localization also contribute to WNT oncogenic activity in colonic cells [8]. In normal colon, the family members TCF1 and TCF4 are expressed, while LEF1 and TCF3 loci are silent [11]. However, the levels of LEF1 mRNA and protein are significantly greater in human colon cancer tissues, and LEF1 knockdown in xenograft models suppresses tumor formation and growth [12]. In complex with β-catenin, TCF/LEF transcription factors activate the transcription of oncogenes such as cyclin D1 and MYC, which mediate cellular transformation [13–15].

The transcription factor MYC is a universal oncogene and a major driver of metabolic reprograming in tumors [16]. MYC induces the transcription of genes necessary for the uptake and synthesis of fatty acids, amino acids, and nucleotides to provide building blocks for continuously proliferating cells [17, 18]. Because MYC plays a widespread role in regulating metabolism and the cell cycle, aberrant activation of MYC family member (MYC, MYCN, MYCL) by DNA amplification, transcriptional upregulation, or protein stabilization contributes to tumorigenesis [17, 19–23]. For over two decades MYC has been studied as the most critical pro-proliferative target gene of the WNT pathway in colon cancer [14, 24]. Yet, the impact of MYC on the WNT pathway is not fully known. Here we report the discovery that MYC regulates the expression of genes in the WNT pathway, including *LEF1*, leading to the nuclear localization of β-catenin and the activation of the WNT pathway in proliferating cells.

## Methods

### Cell culture and proliferation

Rat1 fibroblasts, human epithelial cell line ARPE-19, human colon cancer cell lines DLD1, RKO and HCT116, human pancreatic cancer cell line Colo357, and human liver cancer cell line Huh7 were cultured in DMEM with 5% FBS, 100 U/mL pen/strep. Human colonic epithelial cells (HCEC) with truncated APC, KRas V12 mutation, or P53 knockdown were cultured as described before [25]. Colon cancer-related alterations in cell lines used in in this study as described in Additional file 4: Figure S4B. Cell lines, apart from HCEC, were obtained from ATCC and are mycoplasma free. Cell proliferation was measured by plating either 5,000 ARPE-19 or cancer cells, or 20,000 HCEC cells or Rat1 fibroblasts in 12-well plates, transfecting with siRNA or adding WNT inhibitors, and staining with crystal violet 1–7 days after plating. Cell densities were quantified using ImageJ [26]. For time course study, cells were plated on the same day and inhibitors or DMSO were added on indicated days before the cells were fixed and stained with crystal violet. All experiments were performed at a minimum of three times and each experiment contained tree technical replicates. Statistical significance was analyzed by t-test and statistical significance was established by a *p* = 0.05 for every experiment.

### TOPFlash luciferase assays

For the LEF/TCF promoter activity assays, 1.5 × 10^5^ control DLD1 cells and DLD1 cells with MYC overexpression or knockdown seeded in triplicate in 6-well plates were transfected with the M50 Super 8X TOPFlash luciferase reporter plasmid (Addgene) with seven TCF/LEF binding [27] or control M51 Super 8X FOPFlash plasmids (Addgene) (with seven copies of mutated TCF/LEF consensus sequence). 24 h after transfection, cells were treated with DMSO or 20 μM ICG-001 overnight, before being lysed with Glo Lysis Buffer (Promega). Luciferase activity was measured with ONE-Glo™ Luciferase Assay System (Promega) and normalized with FOPFlash samples. All experiments were performed at least three times and each experiment contained three technical replicates. Statistical analyses were performed by t-test and statistical significance was established by a *p* = 0.05 for every experiment.

### Metabolomics analyses

Qualitative assessment of global metabolites by mass spectrometry (metabolomics) were performed by the metabolomics facility at the Children’s Research Institute (UT Southwestern Medical Center, UTSW) as previously described [28, 29]. Metabolomics were performed 48 h after LEF1 siRNA transfection, when LEF1 silencing was efficient, but no cell death has occurred. The experiment was performed in triplicate, and the PCA plot shows that replicates cluster closely (Additional file 8: Figure S8C). Using a cut-off of 30% changes and VIP score above 1.

### Western blotting and nuclear and cytoplasmic fractionation

To knockdown target genes, 50 nM of siRNA was reverse transfected to 2.5 × 10^5^ cells in 6-well plates with Lipofectamine RNAiMAX reagent. Total protein lysates were extracted with NP40 Lysis buffer (50 mM Tris-HCl pH 7.7, 150 mM NaCl, 0.5% NP-40) with DTT and protease inhibitors. Cells transfected with siRNA or treated with 20 μg/mL Leptomycin B (LMB) for 3 h were fractionated into nuclear and cytoplasmic fractions as described previously (Conacci-Sorrell et al. 2010) and subjected to Western blotting. Antibodies used for Western blotting were: anti-MYC (Abcam AB32072), anti-LEF1 (Cell Signaling 2230), anti-LRP6 (Cell Signaling 2560), anti-TCF4 (Cell Signaling 2569), anti-DVL2 (Cell Signaling 3224), anti-LIF (Abcam AB135629), anti-β-catenin (Abcam AB32572), anti-Axin2 (Abcam AB109307), anti-MAX (Sant Cruz sc-197), anti-α-Tubulin (Sigma T6199), anti-β-actin (Cell Signaling 8457), anti-mSin3A (Santa Cruz sc-994), anti-Histone H3 (Cell Signaling 4499), anti-Cleaved Caspase-3 (Cell Signaling 9664), anti-Cyclin A1 (Novus Biologicals, MAB7046), anti-PPARδ (ThermoFisher PA1-823A), anti-ACAD9 (Cell Signaling 9796S), and anti-ACADS (ThermoFisher PA5–54580).

Human colon tumor tissues and their surrounding benign tissues obtained from the Tissue Management Shared Resource at Harold C. Simmons Comprehensive Cancer Center (UTSW) were ground and lysed with NP40 Lysis buffer, and the total lysates were subjected to Western blotting.

### RNA-seq and RT-qPCR

Rat1 fibroblasts with *myc*−/− expressing vector or reconstituted with human MYC were collected and sent to GENEWIZ for RNA extraction and sequencing and results was analyzed as previously published [30]. Raw data is accessible at NCBI GEO (GSE135061). RNA-seq assessment of the raw sequencing reads was done using the NGS-QC-Toolkit [31]. The reads were aligned to the genome RGSC 6.0/rn6 using HISAT2 (v 2.1.0) aligner. A minimum read count filter of 10 total reads was applied to remove low-expressed genes. Filtered reads were then normalized using DESeq2 [32]. DeSeq2 employs a negative binomial distribution to estimate data variability and uses an error model for a more robust statistical test for significance. An FDR cutoff of < 5% was used to select significantly altered genes between experiment conditions. Primers used for qPCR are listed in Additional file 9: Table S1. All experiments were performed at least three times and each experiment contained three technical replicates. Statistical analyses were performed by t-test and statistical significance was established by a *p* = 0.05 for every experiment.

### Chromatin immunoprecipitations

ChIP was performed with anti-MYC antibody (Y69) as described previously (Lafita-Navarro et al. 2018). Briefly, 60 × 10^6^ DLD1 cells were fractionated and purified nuclei were sonicated to shear chromatin in sizes of 200 to 600 bp. Purified chromatin fragments were incubated with the anti-MYC antibody (Y69) overnight. DNA fragments binding to the antibody were pulled down with Protein G magnetic beads and purified for RT-PCR assays. All experiments were performed at least three times and each experiment contained three technical replicates. Statistical analyses were performed by t-test and statistical significance was established by a *p* = 0.05 for every experiment.

### Inducible MYC expression and protein synthesis inhibition

Rat fibroblast cell line with inducible MYC expression (Tet-On) was cultured with or without the presence of 1 μg/ml doxycycline (Dox) for 48 h. Protein synthesis was inhibited by incubating with 25 μg/ml cycloheximide (CHX) for three hours before cells were harvested.

### Bioinformatics TCGA analyses

PANCAN normalized gene expression data for various cancer types were downloaded from the TCGA Research Network. Heatmaps were generated without additional modification to the downloaded data using R statistical analysis tools. Tumor samples were compared to the corresponding normal tissue sample from each patient. Significance testing between groups was performed using nonparametric Kruskal-Wallis test. Kaplan–Meier survival curves were generated for comparison between patients that had the 30% highest and 30% lowest levels of expression of MYC-driven WNT target genes. Significance was defined as*p*-value < 0.05 using ONCLnc (http://www.oncolnc.org/).

## Results

### MYC regulates the expression of genes in the WNT pathway

To identify transcriptional networks downstream of MYC, we performed an RNA sequencing (RNA-seq) experiment comparing *myc*−/− Rat1 fibroblasts with and without reconstitution using human MYC. This approach revealed novel transcription factors that mediate MYC functions [30]. 

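RNA was sequenced from 18 cultures of Rat1 fibroblasts, a rat cell line that here lacks functional endogenous myc (myc−/−). There were 6 groups of 3 cultures. The groups were myc−/− cells, myc−/− cells reconstituted with human MYC (myc−/− + MYC), each of these transfected with a control siRNA (siCtrl), and myc−/− + MYC cells transfected with either of 2 siRNAs against the aryl hydrocarbon receptor (siAHR-2 and siAHR-5). According to the sample labels, siRNA was used at 40 nM for 48 h and cells were grown in 10% serum, while the paper's methods give 50 nM for its Western blots and 5% serum. The authors aligned the reads to the rat genome rn6 with HISAT2, removed genes with fewer than 10 total reads, normalized the remaining genes and deposited log2 values for 13188 genes. These values are not CPM, in which each library has the same total: taken off the log scale, they sum in each library to between 86.3 and 161 times the total of a library in CPM, and each gene has a lowest value of its own. How the transformation treats changes of genes with low values was not tested, and the read depth of each library is unknown because the values give no counts.

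The deposited values of the 18 libraries formed 2 sets that were not on the same scale. The set of 6 libraries holds the groups labelled myc−/− siCtrl and myc−/− + MYC, and the set of 12 libraries holds the groups labelled myc−/−, myc−/− + MYC siCtrl, siAHR-2 and siAHR-5. The leading principal component separated these sets and carried 74.7% of the variance. For the 2074 genes with a mean below 5 in both sets, the median SD between libraries was 0.0350 in the set of 6 and 0.0333 in the set of 12, while the set means differed by a median of 0.872. Groups were therefore compared only within a set. The effect of MYC was tested as myc−/− + MYC against myc−/− siCtrl in the set of 6, and as myc−/− + MYC siCtrl against myc−/− in the set of 12. In both comparisons the groups also differ in their transfection label, so that, as labelled, MYC and transfection cannot be told apart within either set. Each comparison of 3 cultures with 3 was fitted with limma on the deposited log2 values, and p-values were adjusted over all genes by the Benjamini-Hochberg method. The fold changes given are log2FC from these fits. The p-values weigh a difference against the spread between cultures. Neither the labels nor the paper's text says that the cultures of a group came from separately derived lines. Other differences between the cell lines with and without MYC are therefore not separated from the effect called that of MYC.

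Rat Myc, listed as Myc, still gave signal in every library. It ranged from 9.16 to 9.47 in the 3 myc−/− siCtrl libraries and from 8.01 to 8.08 in the 3 myc−/− + MYC libraries, a log2FC of −1.26 (standard error 0.0776, limma adjusted p = 4.21e-08). Within the set of 12 it ranged from 10.82 to 10.94 in myc−/− cells and from 8.16 to 8.27 in myc−/− + MYC siCtrl cells, a log2FC of −2.68 (standard error 0.0572, limma adjusted p = 6.02e-07). The human MYC transgene was not analysed here.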

With a log2FC of 0.585 and adjusted p-value of 0.01 as cutoff, we demonstrate that expression levels of over 5000 genes are altered by MYC [30]. 

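With limma, 3537 of the 13188 genes passed both cutoffs in the set of 6 libraries, of which 1653 were higher and 1884 were lower in myc−/− + MYC cells. For the set of 12 the number was 3361, 1425 higher and 1936 lower with MYC. This balance depended on the scaling: after quantile normalization, 1799 genes were higher and 1684 lower in the set of 6, and 1796 higher and 1660 lower in the set of 12; after median centring, 1502 were higher and 2018 lower, and 1556 higher and 1826 lower. The groups did not overlap at all for 78.8% of genes in the set of 6 and for 70.5% in the set of 12, against the 10% that chance gives for 3 cultures against 3. Between the sets, 2081 genes passed in the same direction, 906 higher and 1175 lower, and 45 passed in opposite directions. Across genes, which are not independent replicates, the log2FC of the sets had a Pearson correlation of 0.741. Among the alternatives set before the data were examined, the cutoff moved these counts most. At an FDR below 5% without a fold cutoff, as in the paper's methods, 10051 genes differed in the set of 6 and 8538 in the set of 12. When the cultures' replicate numbers were used as a block, 3538 and 3304 genes passed. Same-numbered cultures did not deviate together, with a mean correlation of their deviations of −0.0288 in the set of 6 and −0.0135 in the set of 12.

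Among genes with no overlap between the groups, the largest rises in the set of 6 were those of Nts (log2FC 5.32), Ddx3 (5.02) and Tspan8 (4.92). Ddx3 is uncertain, because its reads can be shared with near-identical X- and Y-linked copies. Ndn (log2FC −4.67) and Pvalb (−4.59) were among the genes that fell most. The largest rises in the set of 12 were those of Tdrd1 (4.41), Rnf17 (4.36) and Eif2s3y (4.28), and the largest falls were those of Kif26a (−6.21), Col1a1 (−5.95) and Tagln (−5.93). All of these had a limma adjusted p below the cutoff. Pvalb fell by 0.29 with MYC in the set of 12, below the fold cutoff.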

KEGG pathway enrichments analysis identified the WNT signaling pathway as one of the pathways significantly altered by MYC with a *p* = 0.006921 (Fig. 1a, Additional file 1: Figure S1A). 

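The KEGG gene list was not used here. In its place, the members of 22 gene families of the WNT pathway, taken from Fig. 1a and from the paper's introduction before the data were examined, were compared with all other genes in the table. Fig. 1a shows genes the paper selected as regulated by MYC in these data. The families are therefore not independent of the pattern tested, and their odds ratios may be too high. Among libraries of the set of 6, 20 of 63 members (31.7%) passed the cutoffs, 13 higher and 7 lower with MYC, compared with 3517 of 13125 other genes (26.8%). The odds ratio was 1.27 (Fisher's exact test, 2-sided, p = 0.393). For the set of 12, 13 members (20.6%) passed, 5 higher and 8 lower, compared with 25.5% of other genes, and the odds ratio was 0.759 (Fisher's exact test, 2-sided, p = 0.469). Neither share differed from that of other genes. The odds ratio of the set of 12 was 1.26 at an FDR below 5% (Fisher's exact test, p = 0.430), and that of the set of 6 was 1.61 after quantile normalization (Fisher's exact test, p = 0.0844). With the replicate block the odds ratio was 1.27 in the set of 6 and 0.777 in the set of 12 (Fisher's exact test, p = 0.393 and 0.469).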

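LEF1, listed as Lef1, had a mean log2 value of 8.91 ± 0.0645 (SD, n = 3) in myc−/− siCtrl cells and 10.23 ± 0.0126 (SD, n = 3) in myc−/− + MYC cells. Its log2FC was 1.32 (standard error 0.0543, limma adjusted p = 1.40e-09), and 1.90 in the set of 12 (standard error 0.0595, limma adjusted p = 2.28e-06). With each library left out in turn, the log2FC stayed between 1.30 and 1.36 in the set of 6 and between 1.85 and 1.93 in the set of 12. The replicate block left these log2FC as they were, with limma adjusted p of 1.85e-07 and 2.74e-04. The receptor FZD2 rose with a log2FC of 1.4 (standard error 0.0385, limma adjusted p = 5.35e-11), and 0.84 in the set of 12 (limma adjusted p = 4.05e-05). LRP6 rose by 0.48 in the set of 6 (standard error 0.0376, limma adjusted p = 3.53e-07), below the fold cutoff, and by 0.62 after quantile normalization, which is past it. LRP6 in the set of 12 had a log2FC of −0.13 (standard error 0.155, limma adjusted p = 0.480), with myc−/− cultures at 14.25, 13.72 and 14.25 (SD 0.307). Without replicate 2 of these cultures, the LRP6 log2FC was −0.31 (limma adjusted p = 0.00570), still below the fold cutoff, and over the 6 fits that each left out one library it lay between −0.31 and −0.04. The ligand WNT2B had low values, 3.33 in myc−/− siCtrl cells and 3.51 in myc−/− + MYC cells. Its log2FC was 0.19 in the set of 6 (standard error 0.0425, limma adjusted p = 0.00185), below the fold cutoff, and −0.01 in the set of 12 (limma adjusted p = 0.861).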

Among the genes activated by MYC were *WNT2B*; the membrane WNT receptors, *FZD2* and *LRP6*; and the transcriptional co-factor of β-catenin *LEF1* (Fig. 1a). The overall signature of genes regulated by MYC suggests that MYC activates the WNT signaling pathway (Additional file 1: Figure S1A).

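Of the genes shown in Fig. 1a, 42 of 43 were in the table and Frat1 was not analysed here. The log2FC of all 42 had the sign shown in the figure in the set of 6 libraries. For the set of 12, 34 of 42 had that sign, and 12 genes passed the cutoffs in the direction of the figure in both sets, 6 higher and 6 lower with MYC. SERPINF1, listed as Serpinf1, passed in opposite directions, with a log2FC of 1.19 in the set of 6 (standard error 0.0526, limma adjusted p = 2.64e-09) and −2.14 in the set of 12 (standard error 0.0414, limma adjusted p = 4.29e-07). APC2 rose by 1.36 in the set of 6 (limma adjusted p = 1.67e-08) and had a log2FC of −0.01 in the set of 12 (limma adjusted p = 0.978). WNT6 fell in both sets, with log2FC of −2.17 and −2.15. From the genes regulated by MYC, the paper proposes that MYC activates the WNT signaling pathway.

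**Figure D1:**
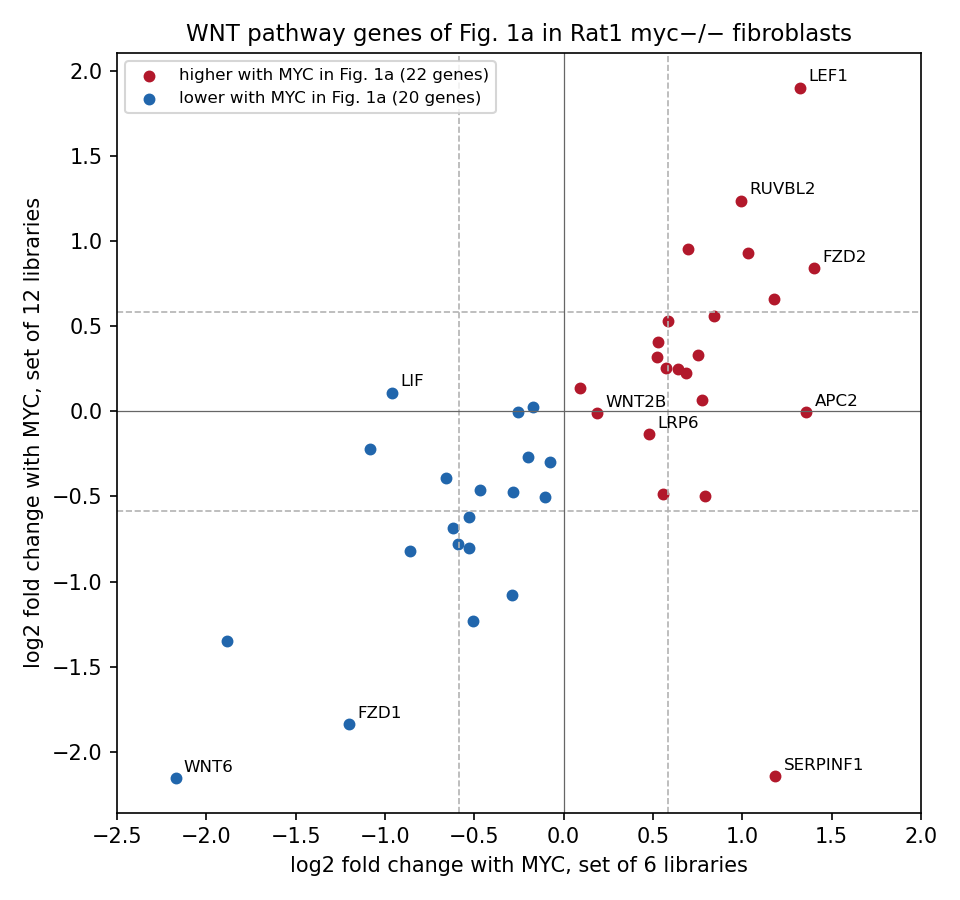
Log2 fold change with MYC of the 42 genes of Fig. 1a in the set of 6 libraries (horizontal axis) and in the set of 12 libraries (vertical axis), 1 point per gene, with red points for the 22 genes shown as higher with MYC in Fig. 1a and blue points for the 20 shown as lower; dashed lines mark a log2FC of 0.585 in either direction. LEF1 lies at 1.32 and 1.90, and SERPINF1 at 1.19 and −2.14.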

**Fig. 1:**
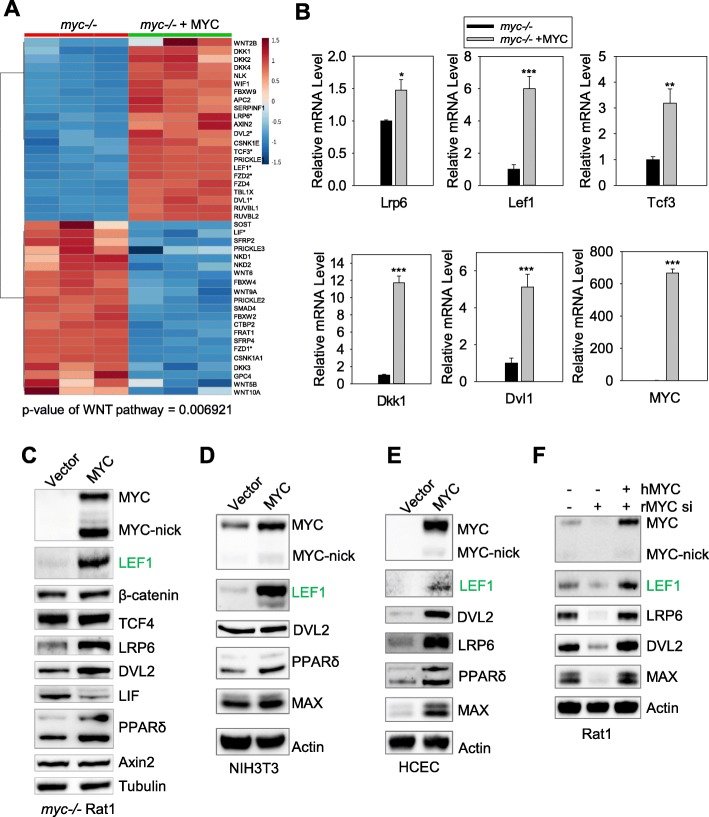
MYC regulates the expression of components of the WNT pathway. **a** Rat1 *myc−/−* fibroblasts expressing either vector or human MYC were collected and subjected for RNA-seq analysis. The heatmap was generated based on relative expression of each sample for the members of the WNT pathway regulated by MYC with cutoff of Log_2_FC = 0.585. Asterisks denote genes verified by using RT-qPCR or Western blotting. **b** RT-qPCR for the indicated genes in Rat1 fibroblasts *myc*−/− or Rat1 fibroblasts *myc*−/− reconstituted with human MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in *myc*−/− samples was set to 1. **c**-**e** Rat1 fibroblasts (**c**), NIH3T3 cells (**d**), and human colonic epithelial cells (HCEC, **e**) were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. **f** Parental Rat1 fibroblasts with or without human MYC (hMYC) overexpression were transfected with control or MYC siRNAs for 3 days before protein extraction and Western blotting. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

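Applied to the deposited log2 values with limma, the cutoffs of log2FC 0.585 and adjusted p 0.01 were passed by 23 of the 42 genes of the heatmap in the set of 6 libraries, 14 higher and 9 lower with MYC, each in the direction drawn. All 42 had an adjusted p of at most 0.01, whether adjusted over all genes or over this list alone, so that the remaining genes missed the fold cutoff. The list is the paper's own selection from these data, so these numbers do not test it. The 9 genes with a mean value below 6 in the set of 6 included 0 that passed the cutoffs. Of the 42 genes, 16 passed in the set of 12 in the direction drawn, 6 higher and 10 lower, and 1 in the opposite direction. At an FDR below 5% without a fold cutoff these numbers were 42 in the set of 6 and 31 in the set of 12. The replicate block gave 23 and 16 genes.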

Because MYC transcription is induced by the binding of β-catenin complexed with TCF/LEF to the MYC promoter [14], we used cells expressing MYC under the control of an exogenous promoter, the retroviral vector pBabe. This allowed us to study the effects of MYC on WNT pathway genes independently from the activation of MYC by β-catenin-TCF/LEF. Using *myc−/−* Rat1 fibroblasts expressing empty vector or MYC, we validated the RNA-seq results by performing RT-qPCR and Western blotting for randomly selected genes (Fig. 1 b, c, Additional file 1: Figure S1B). As expected, we found that FZD2, LRP6, LEF1, and TCF3 were induced by MYC, while the levels of FZD1 and LIF were repressed in MYC-expressing fibroblasts, thus confirming our RNA-seq results (Fig. 1 b, c, Additional file 1: Figure S1A-B).

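In the RNA-seq values of the same cells, TCF3, listed as Tcf3, had a log2FC of 0.58 in the set of 6 libraries (standard error 0.0327, limma adjusted p = 2.22e-08), just below the fold cutoff (0.77 after quantile normalization, which is past it), and 0.26 in the set of 12 (standard error 0.0295, limma adjusted p = 4.72e-04). The gene symbol Tcf3 is that of E2A, while the TCF/LEF factor also called TCF3 is encoded by the gene Tcf7l1. Tcf7l1 had a log2FC of 0.06 in the set of 6 (limma adjusted p = 0.403) and −0.13 in the set of 12 (limma adjusted p = 0.0919). FZD1 fell with MYC from 13.19 ± 0.0082 to 11.99 ± 0.0289 (SD, n = 3) in the set of 6, a log2FC of −1.20 (limma adjusted p = 3.64e-11), and its log2FC was −1.84 in the set of 12 (limma adjusted p = 4.29e-07). LIF had a log2FC of −0.96 in the set of 6 (standard error 0.0871, limma adjusted p = 1.22e-06). Its log2FC in the set of 12 was 0.11 (standard error 0.101, limma adjusted p = 0.376), which is not larger than the spread of the myc−/− cultures (SD 0.174).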

MYC overexpression in a normal human retinal epithelial cell line (ARPE-19) also induced the expression of WNT-related genes, including LRP6, LEF1 and TCF3, as confirmed by RT-qPCR and Western blotting (Additional file 1: Figure S1C, E). Expression of MYC in the mouse fibroblast line NIH3T3 induced LEF1 expression but not DVL2 (Fig. 1d). LRP6 was undetectable. Expression of MYC in normal colonic epithelial cells (HCEC) led to the expression of LEF1, DVL2 and LRP6 (Fig. 1e). Silencing or knocking out endogenous MYC in wild-type (WT) Rat1 fibroblasts led to downregulation in LEF1, LRP6 and DVL2, which was rescued by the expression of human MYC that was not targeted by the rat MYC siRNA (Fig. 1f and Additional file 1: Figure S1D).

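The siRNAs against AHR were compared with siCtrl in myc−/− + MYC cells, all within the set of 12 libraries (3 cultures against 3 for each siRNA). AHR itself, listed as Ahr, lay between 13.22 and 13.34 in the 3 siCtrl libraries, between 11.97 and 12.03 with siAHR-2 and between 11.76 and 11.95 with siAHR-5. Its log2FC was −1.29 with siAHR-2 (standard error 0.0364, limma adjusted p = 2.37e-04) and −1.39 with siAHR-5 (standard error 0.0612, limma adjusted p = 2.16e-04). The effect of MYC on AHR was a log2FC of 0.52 in the set of 6 (limma adjusted p = 8.33e-07), below the fold cutoff (0.59 after quantile normalization, which is past it), and 1.4 in the set of 12 (limma adjusted p = 4.42e-05).

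With the same cutoffs as for MYC, 62 genes changed with siAHR-2, 21 higher and 41 lower, and 306 changed with siAHR-5, 194 higher and 112 lower. Only 14 genes changed in the same direction with both siRNAs, 9 higher and 5 lower, and 10 of these 14 also passed the cutoffs for MYC in the set of 6. Of these 10, Aldh3a1, Adh7 and Ahrr rose with MYC and fell with both siRNAs. Cyp1b1 fell with MYC and with both siRNAs, and the rest rose with MYC and with both siRNAs. At an FDR below 5% without a fold cutoff, 3860 genes changed with siAHR-2, 5169 with siAHR-5 and 2014 in the same direction with both. With the replicate numbers as a block, 0 genes passed for siAHR-2, where the smallest adjusted p was 0.0126 and 5030 genes had an unadjusted p under 0.05. The block left 270 genes for siAHR-5, and 0 genes passed with both siRNAs, although 2752 had an unadjusted p under 0.05 in the same direction with both. Same-numbered cultures had deviations with a mean correlation of 0.0101 for siAHR-2 and 0.0976 for siAHR-5, so the pairing has little to remove. Genes without overlap between groups that fell most with both siRNAs included Aldh3a1 (log2FC −1.42 with siAHR-2 and −1.62 with siAHR-5), Ahr and Cyp1b1 (−1.01 and −0.99). Ahrr (−0.80 and −1.19) fell more than Cyp1b1 with siAHR-5 and less with siAHR-2. Atcay (0.67 and 1.64), Lrrc16b (0.76 and 1.04) and Mertk (0.70 and 0.96) were among the largest rises.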

We previously reported that MYC induces the expression of the transcription factor aryl hydrocarbon receptor (AHR), which mediates the transcription of approximately 300 genes in MYC-expressing cells [30]. In the current study, RNA-seq analysis showed that genes related to the WNT pathway such as LEF1 were regulated by MYC independently of AHR (Additional file 1: Figure S1F). 

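LEF1 did not fall with either siRNA against AHR. Its mean log2 value was 11.28 ± 0.0372 with siCtrl, 11.47 ± 0.0793 with siAHR-2 and 11.53 ± 0.0533 with siAHR-5 (SD, n = 3 each). The log2FC was 0.19 for siAHR-2 (standard error 0.0473, limma adjusted p = 0.0366) and 0.25 for siAHR-5 (standard error 0.0388, limma adjusted p = 0.00537), both below the fold cutoff. With the replicate block the adjusted p were 0.0992 and 0.0235. Among the 42 genes of Fig. 1a, 0 passed the cutoffs with siAHR-2, where 16 had an unadjusted p under 0.05. With siAHR-5, 3 passed: APC2 rose by 0.62 (limma adjusted p = 0.00411), and LRP6 and RUVBL1 had log2FC of −0.60 (limma adjusted p = 0.00100) and −0.68 (limma adjusted p = 2.04e-04). With both siRNAs in the same direction 0 passed, and 7 had an unadjusted p under 0.05 in the same direction with both. The replicate block gave the same numbers of genes past the cutoffs, 0, 3 and 0, and 2 genes passed with siAHR-5 after quantile normalization. At an FDR below 5% without a fold cutoff, 12 of the 42 genes changed with siAHR-2, 17 with siAHR-5 and 6 in the same direction with both. Of these 6, LEF1, TCF3 and FZD1 rose, and LRP6, RUVBL2 and SERPINF1 fell. LRP6 had a log2FC of −0.25 with siAHR-2 (limma adjusted p = 0.0161). RUVBL2 had −0.19 and −0.38 with siAHR-2 and siAHR-5 (limma adjusted p = 0.00665 and 0.00162). SERPINF1 had −0.39 and −0.49 (limma adjusted p = 0.00113 and 0.00222). From its RNA-seq data, the paper states that MYC regulates WNT-related genes such as LEF1 independently of AHR. It refers there to Western blots of DLD1 cells with siRNA against MYC or AHR, which were not analysed here.

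**Figure D2:**
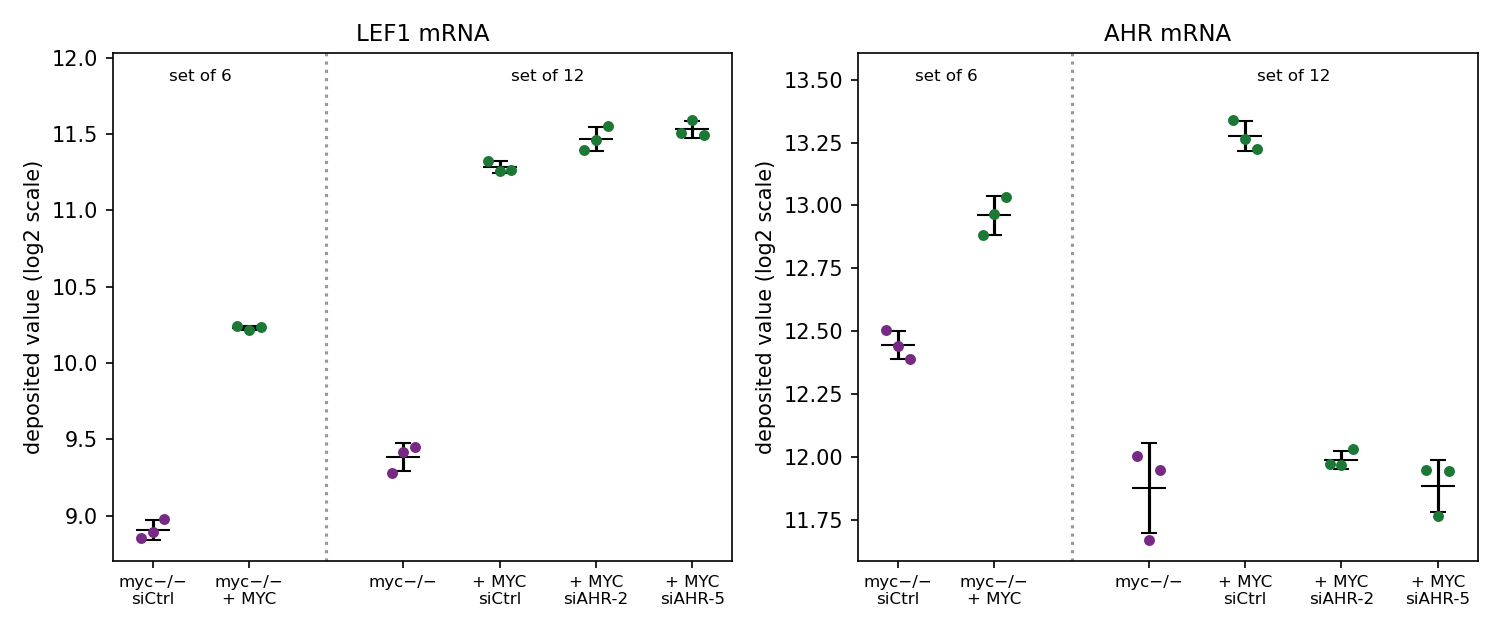
Deposited log2 values of LEF1 (left) and AHR (right) in each library of the 6 groups, with horizontal bars for the mean and error bars for the SD of 3 cultures; a dotted line parts the set of 6 from the set of 12, whose values are not on the same scale, green points are cells with MYC and purple points cells without. LEF1 lies at 11.28 with siCtrl, 11.47 with siAHR-2 and 11.53 with siAHR-5, while AHR has a log2FC of −1.29 and −1.39.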

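MAX, listed as Max, had a mean log2 value of 11.69 ± 0.0304 in myc−/− siCtrl cells and 12.20 ± 0.0282 in myc−/− + MYC cells (SD, n = 3 each). Its log2FC was 0.50 (standard error 0.0355, limma adjusted p = 1.41e-07), below the fold cutoff. The log2FC in the set of 12 was 0.32 (standard error 0.0615, limma adjusted p = 0.00434). With siRNA against AHR it did not change beyond the spread between cultures, with a log2FC of 0.03 for siAHR-2 (limma adjusted p = 0.613) and 0.03 for siAHR-5 (limma adjusted p = 0.584).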

The MYC co-transcription factor MAX, which is also induced by MYC in our RNA-seq experiments [30], was used as a positive control on Western blots (Fig. 1 d-f). Our results indicate that the induction of WNT-related genes by MYC is likely to be a general mechanism to control WNT activity in normal cells. 

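In the RNA-seq values of Rat1 fibroblasts, LEF1 ranked 3 by log2FC among the 22 genes shown as higher with MYC in Fig. 1a in the set of 6 libraries, behind FZD2 and APC2, and 1 in the set of 12. Its rank was the same among the 70 genes of Fig. 1a and the WNT families together. Among all genes of the table, LEF1 ranked 363 in the set of 6 and 115 in the set of 12. The rise of LEF1 was 0.58 larger on the log2 scale in the set of 12 than in the set of 6 (standard error 0.0830, limma adjusted p = 3.29e-05 for the difference). This difference was just below the fold cutoff. Over the 12 fits that each left out one library it lay between 0.53 and 0.61, and its call changed in 5 of them.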

The WNT-related gene LEF1 was the most robustly induced by MYC in all cell lines evaluated (Fig. 1, Additional file 1: Figure S1) at both mRNA and protein levels. Therefore, we have focused our study on the regulation of LEF1 by MYC and on the molecular roles played by LEF1 in MYC-dependent cells.

### LEF1 is regulated by MYC in colon cancer cells

Because the activity of both MYC and the WNT pathway are profoundly involved in colon cancer [8, 15], we examined the 41 pairs of normal/tumor colonic tissues deposited in the TCGA database for the expression of LEF1 and other genes upregulated by MYC in our RNA-seq dataset (Fig. 1a). MYC mRNA levels were higher in 39 of the 41 tumor samples than the normal mucosa of the same patients, while *APC* mRNA levels were lower in the majority of cancer samples (Fig. 2a). As opposed to MYC, MAX levels were not consistently altered in colon cancer patient samples. MAX levels are unaffected in over 50% of the samples, reduced in 34% and increased in about 10%. Importantly, most of WNT pathway genes induced by MYC, including *DVL1, LEF1, RUVBL1*, and *RUVBL2*, were also upregulated in tumor tissues when compared with the normal tissues from the same patients (Fig. 2a and Additional file 2: Figure S2A), suggesting that these genes may play a major role in colon cancer cells.

**Fig. 2:**
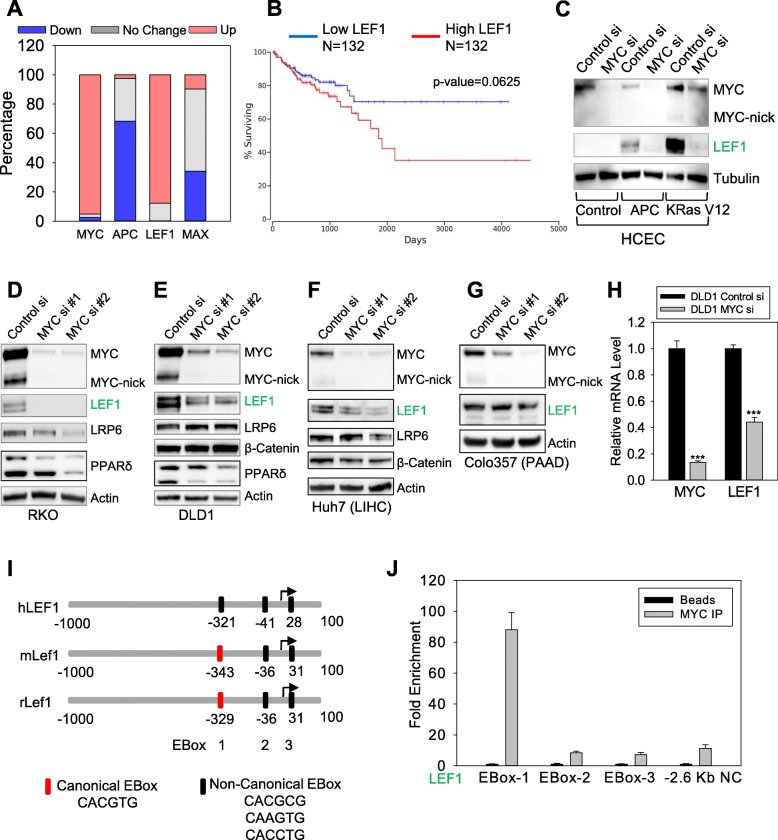
MYC-regulated genes in the WNT pathway are upregulated in cancer. **a** Comparison of the levels of the indicated genes in cancer tissues and adjacent normal tissues from TCGA database. Blue: downregulated (< 0.7), grey: No change (0.7–1.3), and red: upregulated (> 1.3), *N* = 41 pairs. **b** Kaplan–Meier curve comparing survival of patients with colon adenocarcinoma (COAD) and high or low levels of LEF1. Comparison between 30% highest and 30% lowest expression were generated using ONCLnc (http://www.oncolnc.org/). **c** HCEC expressing control vector, truncated APC, or constitutively activated KRas were transfected with control or MYC siRNAs, and total proteins were extracted with NP40 lysing buffer for Western blotting with the indicated antibodies. **d**-**g** RKO (**d**), DLD1 (**e**), Huh7 (**f**), and Colo357 cells (**g**) were transfected with control or MYC siRNAs, and total proteins were extracted with NP40 lysing buffer for Western blotting with the indicated antibodies. **h** DLD1 cells were transfected with either control or MYC siRNAs, and the relative RNA levels were measured by using RT-qPCR. Expression levels of each gene was normalized to the levels of 18S, and expression levels of each gene in the control siRNA samples was set to 1. **i** Identification of the MYC-specific binding motif E-Box in the promoter regions of human, mouse, and rat LEF1. Canonical EBox (CACGTG), non-canonical EBox (CACGCG, CAAGTG, or CACCTG). **j** ChIP for MYC (Y69 antibody) on the promoter regions of LEF1 and surrounding upstream region that do not contain Eboxes (− 2.6-kb) in DLD1 cells. Fold enrichment for MYC immunoprecipitation in comparison with control was determined by qPCR. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

To determine whether MYC-regulated genes affect prognosis of colon cancer patients, we generated Kaplan-Meier survival curves comparing patients with colon adenocarcinoma (COAD) expressing high (top 30%) or low (bottom 30%) mRNA levels for the signature of MYC-dependent WNT-related genes. Using this approach, we found that only high levels of the MYC target genes *LEF1* (*p* = 0.0625) (Fig. 2b) and *DVL2* (Additional file 2: Figure S2B) were associated with poorer prognosis. We also examined the expression levels of *LEF1* and other MYC-driven WNT-related genes in all solid tumors available in the TGCA database. Strikingly, we found that the levels of *LEF1, RUVBL1* and *RUVBL2* were elevated in the majority of tumors (Additional file 3: Figure S3A). *LEF1* levels correlated with poor prognosis of various solid tumors including lung and kidney cancers (Additional file 3: Figure S3B).

Examining a previously established collection of the normal colonic cells (HCEC) expressing the known oncogenic drivers of colon cancer such as truncated APC and mutant KRAS (Additional file 4: Figure S4A) [25], we demonstrated that LEF1 was upregulated upon the expression of truncated APC and activated KRAS. Knocking down MYC reduced LEF1 protein levels in both control HCEC and HCEC expressing oncogenes, suggesting that LEF1 is a target of MYC in physiological conditions and in transformed cells (Fig. 2c).

Knocking down MYC reduced LEF1 protein in colon cancer cells such as RKO and DLD1 (Fig. 2 d, e). To determine whether MYC-dependent expression of LEF1 can be generalized to cancer cells derived from tissues other than colon, we silenced MYC in the liver cancer line Huh7 and the pancreatic cancer cell line Colo357 and found that expression of LEF1 was reduced in Huh7 cells, but not as dramatically in Colo357 cells (Fig. 2 f, g).

### MYC directly binds to LEF1 promoter and regulates its transcription

MYC knockdown reduced LEF1 mRNA expression in DLD1 cells (Fig. 2h), thus indicating that LEF1 is transcriptionally regulated by MYC in colon cancer. Similar to LEF1, other WNT-related genes found in our RNA-seq to be regulated by MYC such as FOXQ1 and LRP6, were also transcriptionally repressed upon MYC knockdown in colon cancer cells (Additional file 4: Figure S4C). In a cell line expressing Tet-inducible MYC, we found that LEF1 mRNA is upregulated upon MYC induction (Additional file 4: Figure S4E). These results suggest that MYC expression controls the transcription of genes in the WNT pathway and maintains WNT activity.

MYC-induced genes often contain E-Boxes in their regulatory regions where MYC, in complex with its heterodimeric partner MAX, binds and recruits basal transcriptional machinery [33]. By comparing the promoter region of *LEF1* in different species, we found that human, rat, and mouse *LEF1* promoters contained 3 E-Box motifs in very conserved positions (Fig. 2i). We then used a bioinformatics approach to determine whether MYC has the ability to bind to the E-Boxes present within the *LEF1* promoter. We probed the Encyclopedia of DNA Elements (ENCODE) for chromatin immunoprecipitation (ChIP)-seq experiments using anti-MYC or MAX antibody and found that both MYC and MAX bound to E-Box 2 and E-Box 3 of *LEF1* in two independent cells lines (Additional file 4: Figure S4D).

To determine whether MYC directly binds to the promoter of *LEF1* in colon cancer cells, we performed ChIP for MYC in DLD1 colon cancer cells and determined that MYC bound strongly to the conserved E-Box 1 motif present in the *LEF1* promoter, but not to E-boxes 2 and 3 or to a non-specific control region 2.6 Kb upstream of *LEF1* gene, which we labelled as negative control (NC) (Fig. 2j). These results suggest that *LEF1* is a direct transcriptional target of MYC in colon cancer cells. However, we cannot exclude the possibility that additional transcription factors regulated downstream of MYC also contribute to LEF1 induction in MYC-transformed cells.

### Induction of LEF1 by MYC increases the nuclear pool of β-catenin

Many sporadic colon cancers contain activating mutations in the GTPase K-RAS, EGF (epidermal growth factor), and VEGF (vascular endothelial growth factor), which enhance canonical WNT signaling by increasing the concentration of β-catenin in the nucleus [34]. To determine whether MYC expression leads to an increase in the nuclear pool of β-catenin, we fractionated cells with or without MYC overexpression into cytosolic and nuclear fractions and found that MYC overexpression in both Rat1 fibroblasts and human epithelial cells increased nuclear β-catenin (Fig. 3a and Additional file 5: Figure S5A).

**Fig. 3:**
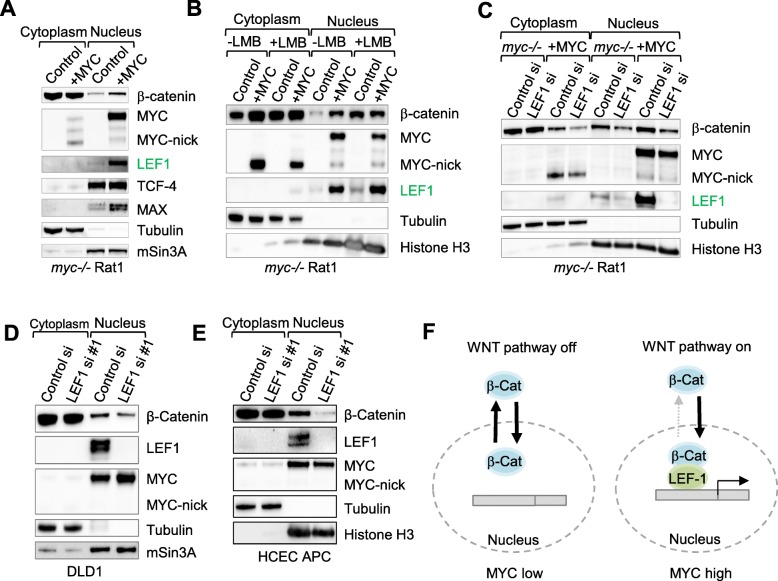
LEF1 increases nuclear retention of β-catenin in MYC-overexpressing cells. **a** Rat1 *myc−/−* fibroblasts with or without MYC expression were fractionated into cytosolic and nuclear fractions, and the samples were subjected to Western blotting with the indicated antibodies. **b** Rat1 fibroblasts were incubated with 20 μg/mL Leptomycin B for 3 h before fractionation and Western blotting with the indicated antibodies. **c**-**e** Rat1 fibroblasts (**c**), DLD1 cells (**d**) and HCEC cells with APC truncation mutation (**e**) were transfected with either control or LEF1 siRNA, and then fractionated for Western blotting with the indicated antibodies. **f** Model of activation of β-catenin by LEF1 in MYC-expressing cells

Preventing CRM1-dependent nuclear export through treatment with leptomycin B (LMB) caused the accumulation of β-catenin in the nucleus of control cells to the same extent as in MYC-expressing cells (Fig. 3b). However, LMB had no additional effect on the nuclear pool of β-catenin in MYC-expressing cells (Fig. 3b), thus suggesting that MYC-expressing cells display decreased nuclear export of β-catenin. LEF1 expression was previously shown to increase the nuclear pool of β-catenin, leading to its binding to DNA and transcriptional activation of WNT target genes [35]. Importantly, LEF1 knockdown prevented the nuclear accumulation of β-catenin in both control and MYC-expressing cells, indicating that LEF1 controls nuclear retention of β-catenin downstream of MYC (Fig. 3c). Knocking down LEF1 had no effect on subcellular localization of the β-catenin-related protein β-catenin (plakoglobin) (Additional file 5: Figure S5A), thus indicating that the nuclear retention of β-catenin by LEF1 is specific. Moreover, nuclear internalization of β-catenin upon MYC expression is specifically reduced by LEF1 knockdown; other MYC-induced transcription factors such as AHR did not affect β-catenin localization (Additional file 5: Figure S5B). These data are in agreement with data showing that LEF1 increases nuclear retention of β-catenin and increases its DNA binding and target gene activation [35, 36].

To determine whether LEF1 expression is necessary to maintain the nuclear pool of β-catenin in colon cancer cells, we silenced LEF1 in DLD1 cells and in HCEC partially transformed by truncated APC [25] (Additional file 4: Figure S4A). Nuclear and cytoplasmic fractionation experiments followed by Western blotting, confirmed that silencing LEF1 reduced the nuclear pool of β-catenin in the established colon cancer cell line DLD1 (Fig. 3d) and in HCEC-APC (Fig. 3e). Our results demonstrate that increased LEF1 expression by MYC led to the retention of β-catenin in the nucleus of normal and colon cancer cells (Fig. 3f).

### MYC-expressing cells are sensitive to inhibition of the WNT pathway

Because augmented LEF1 expression and nuclear retention of β-catenin in MYC- expressing cells suggest a potential increase in the activity of the WNT pathway, we first asked whether MYC expression can affect the activity of the WNT pathway measured by the activity of a reporter gene that contains TCF/LEF binding sites fused with luciferase (TOPFlash). To account for specificity of the WNT pathway, the activity values obtained for TOPFlash activity were normalized by the values obtained by a mutant form of this motif that cannot bind TCF/LEF factors named FOPFlash. This approach is the most well-established approach to globally measure transcriptional activity of the canonical WNT pathway [37].

To limit the WNT pathway activity without affecting the expression or localization of β-catenin and TCF/LEF factors, we used the inhibitor ICG-001. ICG-001 inhibits TCF/β-catenin–mediated transcription by binding to CBP, preventing its interaction with β-catenin and thus inhibits the canonical WNT pathway (Fig. 4a) [38, 39]. Indeed, treating colon cancer cell lines such as DLD1, HCT116, and RKO with the inhibitor ICG-001, which prevents the transcriptional activity of β-catenin, caused cell death (Fig. 4b), as previously reported [39]. Using TOPFlash/FOPFlash ratio to examine the effect of MYC on the activity of the WNT pathway, we found that DLD1 colon cancer cells transfected with TOPFlash reporter vector displayed constitutive TOPFlash activity that was reduced by treating cells with the inhibitor of the WNT pathway ICG-001 (Fig. 4c). Knocking down MYC caused a reduction in TOPFlash activity that was comparable to the reduction caused by ICG-001 (Fig. 4c). However, ICG-001 did not significantly alter TOPFlash activity in the cells transfected with MYC siRNA (Fig. 4c), which display reduced LEF1 expression. Overexpression of MYC in DLD1 cells increased activation of TOPFLash, and this activation was abrogated by treating cells with ICG-001 (Fig. 4d), thus demonstrating that TOPFlash activation by MYC is dependent on the WNT pathway.

**Fig. 4:**
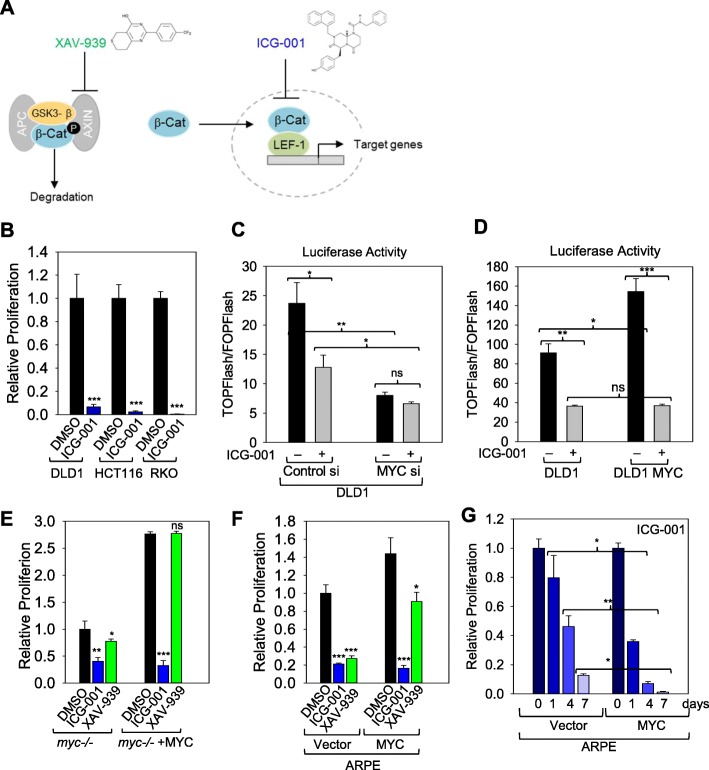
Cells expressing elevated levels of MYC are sensitive to inhibition of the WNT pathway. **a** Diagram of WNT pathway inhibitors, their structures, and targets. **b** 5000 DLD1, RKO, and HCT116 were plated separately in each well of 12-well plates and incubated with DMSO or ICG-001 in triplicate for 6 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. **c** DLD1 cells were co-transfected with either control or MYC siRNA with a TOPFlash or FOPFlash luciferase reporter and treated with either DMSO or 20 μM ICG-001 overnight, and then luciferase activity was measured. **d** DLD1 cells with or without MYC overexpression were transfected with TOPFlash or FOPFlash luciferase reporter and treated with either DMSO or 20 μM ICG-001 overnight, then luciferase activity was measured. **e** 20,000 Rat1 *myc −/−* control fibroblast cells or Rat1 *myc −/−* cells reconstituted with human MYC were plated in 12-well plates and incubated with the indicated inhibitors in triplicate for 6 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. **f** 5000 ARPE-19 cells with or without MYC overexpression were plated in 12-well plates and incubated with the indicated inhibitors in triplicate for 7 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. **g** 5000 ARPE-19 cells with or without MYC overexpression were plated in 12-well plates and incubated with 20 μM ICG-001 in triplicate for 1–7 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ and all samples are normalized to 0-day sample of each cell line. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns not significant

To determine whether MYC-transformed cells are sensitive to the inhibition of the WNT pathway we treated fibroblasts and epithelial cells expressing either empty vector or MYC with ICG-001 and with another inhibitor of the WNT pathway named XAV-939. XAV-939 is a potent tankyrase inhibitor and stabilizes AXIN (Fig. 4a), resulting in the increased degradation of β-catenin [40]. The growth of Rat1 *myc−/−* cells expressing empty vector was only modestly inhibited by ICG-001, but not significantly affected by XAV-939 (Fig. 4e). In contrast, ICG-001 dramatically reduced the viability of Rat1 *myc−/−* cell reconstituted with MYC (Fig. 4e). Using the same inhibitors, we treated ARPE-19 cells expressing either empty vector or MYC and found that proliferation of MYC-expressing cells was more dramatically affected by ICG-001 than by XAV-939 (Fig. 4f). A time course experiment with ICG-001 in ARPE-19 cells expressing either empty vector or MYC demonstrated that ICG-001 caused cell death more quickly in MYC-expressing cells than in control cells (Fig. 4g).

MYC-expressing cells not only died faster but also were more sensitive to lower amounts of ICG-001 (Additional file 6: Figure S6B). Based on these results, we concluded that MYC-driven cell proliferation requires an active WNT pathway and that repressing WNT pathway activity particularly by directly interfering with the transcriptional activity of the WNT pathway caused apoptosis preferentially of MYC-expressing cells. Our results indicate that cells expressing elevated levels of MYC are dependent on the LEF1/β-catenin complex to sustain rapid proliferation.

### LEF1 knockdown leads to apoptosis of MYC-expressing cells and colon cancer cells

MYC-expressing cells were sensitive to inhibitors of the transcriptional activity of the WNT pathway. To determine whether LEF1 activity was required for the proliferation of MYC-expressing cells, we performed siRNA-mediated knockdown for LEF1 by transfecting two independent siRNAs in ARPE-19 cells expressing either empty vector or MYC (Additional file 6: Figure S6C). We quantified the relative cell viability 7 days after LEF1 knockdown and found a dramatic reduction in the viability of cells overexpressing MYC (Fig. 5a). More modest effects on cell viability were observed with cells expressing empty vector upon LEF1 knockdown (Fig. 5a). LEF1 knockdown decreased the expression of Cyclin A, a cell cycle marker in both control and MYC-expressing cells (Fig. 5b), thus suggesting that loss of LEF1 affects cell proliferation independent of MYC expression. However, LEF1 knockdown caused a dramatic increase in the levels of cleaved caspase 3 in MYC-expressing cells but not in cell expressing the empty vector, thus demonstrating that loss of LEF1 leads to apoptosis specifically of MYC-expressing cells (Fig. 5b).

**Fig. 5:**
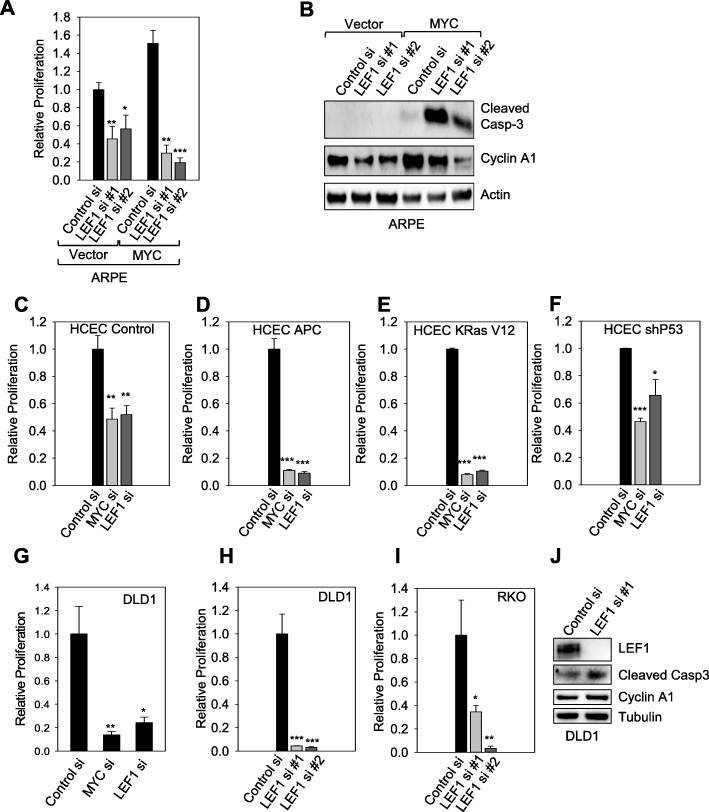
Cells expressing elevated levels of MYC are sensitive to LEF1 knockdown. **a** 5000 ARPE-19 cells with or without MYC overexpression were transfected with either control or LEF1 siRNA in 12-well plates for 7 days. Then the cells were stained with crystal violet, and the cell densities were quantified by using ImageJ. **b** ARPE-19 cells were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. **c**-**f** 20,000 HCEC cells expressing control vector (**c**), truncated APC (**d**), KRas V12 (E), or P53 shRNA (F) were transfected with control, MYC, or LEF1 siRNA in 12-well plates for 7 days. Then the cells were stained with crystal violet, and the cell densities were quantified by using ImageJ. **g** 5000 DLD1 cells were transfected with control, MYC, or LEF1 siRNA in 12-well plates for 7 days, when cells were stained with crystal violet, and the cell densities were quantified by using ImageJ. **h**, **i** 5000 DLD1 (**h**) or RKO cells (**i**) were transfected with control or LEF1 siRNA in 12-well plates for 7 days. Then the cells were stained with crystal violet, and the cell densities were quantified by using ImageJ. **j** DLD1 cells were transfected with either control or LEF1 siRNAs for 3 days and then extracted with NP40 lysing buffer and subjected to Western blotting. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

Colon cancer is initiated by the inactivation of APC, which leads to the activation of the WNT pathway and the development of colon cancer in a MYC-dependent manner [15]. Moreover tumors initiated by the activating mutation in KRAS also display a dependency on MYC to grow [41]. Given that APC loss of function and KRAS hyperactivation are part of the initial steps in colon cancer formation (Additional file 4: Figure S4A), we asked whether LEF1 is required for the growth of HCEC partially transformed by the expression of truncated APC, mutant KRAS (V12) or knocked down for P53, the 3 major genetic events driving colon cancer formation. We found that both MYC and LEF1 silencing reduced viability of HCEC expressing mutant KRAS or truncated APC more dramatically than control HCEC or HCEC infected with shRNA for P53 (Fig. 5 c-f). We also compared the effects of MYC and LEF1 silencing in DLD1 cells and found similar reduction in cell proliferation (Fig. 5g). Hence, our results suggest that MYC-dependent colon cancer cell are specifically sensitive to reduction in LEF1 expression.

Knocking down MYC or LEF1 caused a dramatic reduction in the viability of the colon cancer cells DLD1 and RKO (Fig. 5 h, i). Indeed, LEF1 knockdown was previously shown to cause a reduction in colon cancer cell growth in vitro and when xenotransplanted into immune-deficient mice [12]. Similar to the results obtained for fibroblasts (Fig. 5b), LEF1 knockdown led to increases in the levels of cleaved caspase 3, an indication of apoptosis and cell cycle arrest, but not in Cyclin D1(Fig. 5j). Silencing LEF1 had variable effects on the expression of endogenous MYC depending on the cell line used for the experiment. For example, silencing LEF1 in RKO cells did not affect MYC levels dramatically; silencing LEF1 significantly reduced MYC levels in Huh7 cells (Additional file 6: Figure S6A), indicating that other pathways contribute to MYC expression in fully transformed cells (Additional file 6: Figure S6A).

### LEF1 regulates metabolic pathways downstream of MYC

MYC is a master regulator of cellular metabolism, and the genes transcriptionally regulated by MYC are critical for the metabolic reprograming of cancer cells [42]. Given that LEF1 is necessary for the proliferative phenotype of cells overexpressing MYC, we interrogated the contribution of LEF1 to the metabolism of MYC-expressing cells. We performed metabolomics analyses comparing *myc−/−* cells reconstituted with MYC and transfected with either siControl or siLEF1. Metabolomics were performed two days after siRNA transfection when silencing was effective and MYC-expressing cells were still viable (Additional file 7: Figure S7A). As expected, LEF1 silencing had no effect on the expression of exogenous MYC in these cells (Additional file 7: Figure S7B). Results of triplicate samples (Additional file 7: Figure S7C) were obtained using a cut off of 30% changes and VIP score above 1; LEF1 knockdown altered the levels of 32 metabolites in MYC-expressing cells (Additional file 8: Figure S8A). Among the metabolic changes observed upon LEF1 knockdown in MYC-expressing cells were amino acids, component of the TCA cycle, purines, and lipids (Additional file 8: Fig. S8B). Interestingly, several amino acids including arginine, tryptophan, tyrosine and histidine were elevated upon LEF1 knockdown probably due to the reduced utilization of amino acids in slowly proliferating cells (Additional file 8: Fig. S8B).

We then further investigated the regulation of fatty acid metabolism by LEF1 in MYC-expressing cells for two reasons: first, previous studies found that expression of a dominant negative LEF1 variant in the skin leads to changes in lipid composition marked by an increase in long chain fatty acids-containing ceramide in the skin of these mice [43]; second, our RNA-seq revealed that MYC regulated the expression of genes involved in fatty acid oxidation (Fig. 6b).

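For the 6 genes of Fig. 6b, the ratio of mean values taken off the log scale was computed in the same fibroblasts. Of the 6 genes, 2 passed the cutoffs used for MYC-regulated genes in the set of 6 libraries, and 4 did in the set of 12. ACADL was lower with MYC in the set of 6, with a ratio of 0.751 ± 0.0317 (SD, n = 3) and a log2FC of −0.41 (standard error 0.0373, limma adjusted p = 1.20e-06), and its ratio was 1.06 in the set of 12 (limma adjusted p = 0.0834). ACADS had a ratio of 1.16 ± 0.0968 (SD, n = 3) in the set of 6 (log2FC 0.21, limma adjusted p = 0.00432) and 0.929 in the set of 12 (log2FC −0.10, limma adjusted p = 0.289). Both changes were below the fold cutoff. The replicate block gave the same numbers of genes past the cutoffs, 2 in the set of 6 and 4 in the set of 12.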

**Fig. 6:**
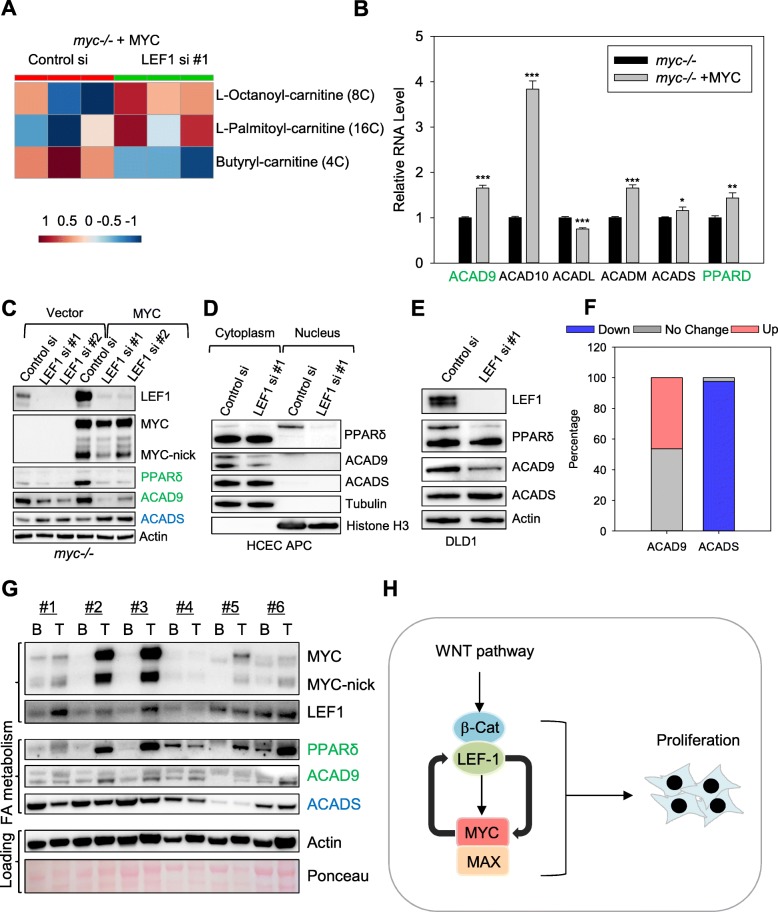
LEF1 regulates lipid metabolism in MYC-expressing cells. **a** Heatmap of acylcarnitines affected by LEF1 siRNA in *myc−/−* + MYC fibroblast, generated by metabolomics analyses of cells transfected with either control or LEF1 siRNA. **b** Rat1 *myc−/−* fibroblasts expressing either vector or human MYC were collected and subjected for RNA-seq analysis and expression levels of genes involving lipid metabolism were compared. **c** Rat1 *myc −/−* control fibroblast cells and Rat1 *myc −/−* cells reconstituted with human MYC were transfected with control or LEF1 siRNAs for 3 days and extracted with NP40 lysing buffer for Western blot assays with the indicated antibodies. **d** HCEC expressing truncated APC were transfected with either control or LEF1 siRNA for 3 days, and then fractionated into nuclear and cytoplasmic fractions for Western blotting with the indicated antibodies. **e** DLD1 cells transfected with control of LEF1 siRNAs for three days were extracted with NP40 lysis buffer, and the total lysates were subjected to Western blot assays. **f** ACAD9 and CADS gene expression in colon cancer and adjacent normal tissues deposited in the TCGA database. Blue: downregulated (< 0.7), grey: no change (0.7–1.3), and red: upregulated (> 1.3). *n* = 41 pairs. **g** Human colon tumor tissues (T) and their surrounding benign tissues (B) were extracted with NP40 lysis buffer, and the total lysates were subjected to Western blotting with the indicated antibodies. **h** Model of MYC and LEF1 positive feedback loop in proliferating colonic cells

Our metabolomics analyses (Additional file 8: Figure S8) on *myc−/−* cells reconstituted with human MYC and transfected with either control or Lef1 siRNA found that LEF1 silencing in MYC-expressing cells led to the accumulation of long-chain fatty acid (LCFA) L-palmitoylcarnitine and medium chain fatty acid (MCFA) L-Octanoylcarnitine (Fig. 6a, Additional file 8: Figure S8C). Butyrylcarnitine, which is a SCFA with 4 carbons that can be generated from longer fatty acids was lower in MYC-expressing cells when LEF1 was knocked down (Fig. 6a, Additional file 8: Figure S8C).

### LEF1 is necessary for the expression of PPARδ and ACAD9 downstream of MYC

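PPARD, listed as Ppard, had a mean log2 value of 11.76 ± 0.0756 in myc−/− siCtrl cells and 12.28 ± 0.143 in myc−/− + MYC cells (SD, n = 3 each), which do not overlap. The ratio of the means off the log scale was 1.43, and the log2FC was 0.51 (standard error 0.0657, limma adjusted p = 2.31e-05), below the fold cutoff. With each library left out in turn the log2FC stayed between 0.43 and 0.56. PPARD in the set of 12 rose with a log2FC of 1.01 (standard error 0.0334, limma adjusted p = 2.82e-06), a ratio of 2.01. The rise was larger in the set of 12 than in the set of 6 (difference 0.49, limma adjusted p = 2.05e-04).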

Our RNA-seq data revealed that MYC expression led to an increase in the expression of peroxisome proliferator-activated receptor δ (*PPARD)* (Fig. 6b). PPARδ regulates the expression of genes that transport long-chain fatty acids into the mitochondria for β-oxidation [44] as a master regulator of fatty acid metabolism. The reduction in PPARδ upon LEF1 knockdown could cause a defect in the import of fatty acids into the mitochondria, thus delaying their processing, leading to the accumulation of MCFA and LCFA such as L-palmitoylcarnitine and L-Octanoylcarnitine (Fig. 6a).

PPARδ is upregulated in human colorectal polyps and colorectal cancers [45] and has been identified as a downstream target of β-catenin [46]. While the link between the WNT pathway and PPARδ has been controversial [47], recently, a high-fat diet was reported to increase PPARδ activity in progenitor intestinal cells of animals with APC-inactivating mutations [44]. We confirmed the induction of PPARδ by MYC overexpression in multiple cell lines (Fig. 1c-e). Conversely knocking down MYC led to a downregulation in PPARδ (Fig. 2 d, e). To determine whether the upregulation of PPARδ in MYC-expressing cells was dependent on the activation of the WNT pathway caused by LEF1 expression, we knocked down LEF1 in *myc−/−* fibroblast expressing either empty vector or reconstituted with MYC. We found that PPARδ expression was reduced by LEF1 knockdown in both cell lines (Fig. 6c).

Because LEF1 is required for the expression of PPARδ in MYC-expressing cells, we examined the regulation of other fatty acid-regulating genes by MYC (Fig. 6b). *We found that the mRNA for the Acyl CoA dehydrogenases ACAD9, ACAD10, and ACADM were also induced by MYC (*Fig. *6**b).* Fatty acid metabolism requires the activity of ACADs including ACADS, ACADM, ACADL, ACADVL, ACAD9, and ACAD10, which are specialized for short-, medium-, long- and very long chain fatty acids [48]. 

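ACAD10 rose with MYC in the set of 6 libraries with a log2FC of 1.94 (standard error 0.0548, limma adjusted p = 6.82e-11), a ratio of 3.83 ± 0.222 (SD, n = 3). Its log2FC in the set of 12 was 0.85 (standard error 0.0615, limma adjusted p = 6.16e-05). ACADM rose alike in both sets, by 0.72 (limma adjusted p = 3.66e-08) and 0.73 (limma adjusted p = 2.41e-05), with ratios of 1.65 and 1.66 and no difference between the sets (limma adjusted p = 0.946). ACAD9 had a log2FC of 0.22 in the set of 6 (standard error 0.0315, limma adjusted p = 5.91e-05), below the fold cutoff, and 0.72 in the set of 12 (standard error 0.0428, limma adjusted p = 2.68e-05). The test of the difference between the sets gave 0.50 for ACAD9 (limma adjusted p = 2.63e-06) and −1.08 for ACAD10 (limma adjusted p = 7.00e-08). ACADVL, which Fig. 6b does not plot, had a log2FC of 0.15 in the set of 6 (limma adjusted p = 0.00686) and −0.01 in the set of 12 (limma adjusted p = 0.954).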

LEF1 knockdown specifically reduced ACAD9 levels, similarly to PPARδ, both in MYC-expressing fibroblast as well as in *myc−/−* cells (Fig. 6c). ACAD10 expression was not validated, and ACADS was elevated upon LEF1 siRNA (Fig. 6c). The increase in ACADS was likely to be responsible, at least in part, for the increase in butyrylcarnitine upon LEF1 knockdown.

LEF1 knockdown also caused reductions in the expression of PPARδ and ACAD9 in colonic cells (Fig. 6d, e). Western blotting of fractionated HCEC-APC samples showed that ACAD9 level was also reduced by LEF1 knockdown, and most interestingly, only nuclear, therefore active PPARδ was decreased by LEF1 siRNA (Fig. 6d). LEF1 was also necessary for maximum expression of PPARδ and ACAD9 in the fully transformed DLD1 colon cancer cells (Fig. 6e). The expression of MYC, LEF1, PPARδ, and ACAD9 were closely correlated in a Western blot comparing colon cancer and normal adjacent benign tissue of human samples (Fig. 6g). ACADS expression was inversely correlated with MYC and LEF1 (Fig. 6g), similarly to the expression pattern obtained from fibroblasts (Fig. 6c). Data from TCGA database analyses also revealed that approximately 50% of colon cancer patients had elevated ACAD9 mRNA levels, while the majority of patients displayed a reduction in ACADS mRNA (Fig. 6f). Previous metabolomics study discovered that palmitate and oleate levels increase in MYC-driven colorectal tumors, while enzymes involving fatty acid oxidation, including ACADS, are down-regulated [49].

In summary, we found that LEF1 is induced downstream of MYC and activates the expression of genes such as ACAD9 and PPARδ in MYC-expressing cells. Additional genes regulated by LEF1 in MYC-transformed cells may be involved in other metabolic and non-metabolic pathways that are important for the deregulated proliferation or other aspects of cancer cell fitness.

## Discussion

Our results indicate that MYC induces the expression of LEF1 and that LEF1, by interacting with β-catenin within nucleus, activates the expression of PPARδ and ACAD9. Because PPARδ and ACAD9 are required for fatty acid metabolism, reduction in their levels upon LEF1 knockdown may cause accumulation of unprocessed fatty acids which may contribute to apoptosis of MYC-expressing cells. Interestingly, β-catenin was recently shown to be necessary for the expression of ACADL, ACADVL, and ACADS in osteoclasts [50]. Regulation of ACAD9 and PPARδ by LEF1 underscores the importance of future studies to identify the global signature of genes regulated by LEF1 and potentially other TCF factors in normal and MYC-dependent colonic cells to define the molecular crosstalk between MYC and the WNT pathway in colon cancer. Indeed, our metabolomics data suggest that MYC-dependent LEF1 expression might also regulate cell proliferation by altering other metabolic pathways like the TCA cycle and amino acids metabolism (Additional file 8: Figure S8B), which warrant further studies.

While WNT pathway activation is unquestionably a major driver in the development of colonic adenomas, studies have shown that activation of additional signaling pathways are required for optimal nuclear localization of β-catenin in colon cancer cells. For example, *KRAS* induces the phosphorylation of the Frizzled co-receptor LRP6, leading to a cascade of events that promotes activation of the WNT pathway and increases in cell migration and tumor growth [51]. MYC was also shown to regulate genes that lead to the activation of the WNT pathway. MYC was found to repress the WNT inhibitors DKK1 and SFRP1, leading to the activation of the WNT pathway in breast cancer cell lines [52]. Moreover, a recent study proposed that MYC expression leads to global increase in mRNA cap methylation including mRNAs that encode proteins in the WNT pathway, such as *GSK3β, APC, LRP5, CTNNB1*, and *TCF7*, and results in their increased translation [53]. These studies, combined with our current results showing MYC modulates the transcription of genes in the WNT pathway, indicate that regulation of the WNT pathway by MYC involves multiple mechanisms and may be a widespread event in transformed cells. Therefore, we propose a model for MYC and WNT cooperation in tumors (Fig. 6h). In our putative model MYC and LEF1 engage in a positive feedback loop in which oncogenic hits that activate the WNT pathway induce MYC expression in cancer cells. MYC, in turn, directly promotes transcription of LEF1 which further potentiates the WNT pathway activation.

## Conclusions

Our study demonstrates that MYC regulated the expression of the β-catenin co-transcriptional factor LEF1. MYC expression caused the retention of β-catenin in the nucleus in a LEF1-dependent manner and resulted in the activation of WNT target genes. Moreover, MYC-expressing cells became dependent on LEF1 activity to proliferate. Therefore, we identified a novel pathway by which MYC induces the expression of LEF1 to activate the WNT pathway, which is required for the hyperproliferative behavior of MYC-transformed cells.

## Supplementary information

**Additional file 1: Figure S1.** (A) Major groups of genes in the WNT pathway are regulated by MYC. Red color represents activated genes, blue repressed genes and purple represents families of genes that contain members repressed and activated by MYC. (B) RT-qPCR for the indicated genes in Rat1 fibroblasts *myc*−/− or Rat1 fibroblasts *myc*−/− reconstituted with human MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in *myc*−/− samples was set to 1. (C) RT-qPCR for the indicated genes in ARPE-19 cells stably expressing empty vector or MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in ARPE control samples was set to 1. (D) Rat1 fibroblasts wild type (WT), *myc−/−* stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (E) ARPE-19 cells stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (F) DLD1 cells were transfected with control, MYC, or AHR siRNAs for 3 days before total protein extraction and Western blot assays. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Additional file 2: Figure S2.** (A) Comparison of the levels of the indicated genes in cancer tissues and adjacent normal tissues from TCGA database. Blue: downregulated (< 0.7), grey: no change (0.7–1.3), and red: upregulated (> 1.3). *n* = 41 pairs. (B) Kaplan–Meier curves comparing survival of patients with colon adenocarcinoma (COAD) divided into high and low expression levels of MYC-driven WNT signaling genes. Comparison between 30% highest and 30% lowest expression were generated using ONCLnc (http://www.oncolnc.org/).

**Additional file 3: Figure S3.** (A) Gene levels of MYC-driven WNT signaling genes were compared between cancer tissues and normal tissues, and binary heatmaps were drawn to show the changes. Samples were sorted with *p*-value, and changes with p-value< 0.05 were considered statistically significant. (B) Kaplan–Meier curves comparing survival of various cancer types correlated with LEF1. Comparisons between 30% highest and 30% lowest expression were generated using ONCLnc (http://www.oncolnc.org/).

**Additional file 4: Figure S4.** (A) Scheme of colon cancer progression. (B) Genetic background of colonic cells used in this study. Information of cancer cell was obtained from Colorectal Cancer Atlas (http://colonatlas.org/). (C) DLD1 cells were transfected with either control or MYC siRNAs, and the relative RNA levels were measured by using RT-qPCR. (D) ChIP-seq data from the ENCODE database show that MYC and MAX binds to the LEF1 promoter in K562 and MCF10A cells. Cluster Scores (out of 1000) are shown in parentheses. (E) Rat fibroblast expressing inducible MYC expression (Tet-On) was cultured in the presence of 1 μg/ml doxycycline (Dox) for 48 h. Incubation with 25 μg/ml cycloheximide (CHX) for three hours was performed prior to RNA isolation and RT-qPCR analysis. Protein synthesis inhibition reduced LEF1 mRNA both in control and MYC expression cells, but to a less extent in MYC-expressing cells.

**Additional file 5: Figure S5.** (A) ARPE-19 cells with or without MYC overexpression were fractionated into cytosolic and nuclear fractions, and the samples were subjected to Western blotting with the indicated antibodies. (B) ARPE-19 cells with or without MYC overexpression were transfected with either control or AHR siRNA, and then fractionated for Western blotting with the indicated antibodies.

**Additional file 6: Figure S6.** (A) RKO and Huh7 cells were transfected with control or LEF1 siRNAs for 3 days and then Western blotted. (B) 5000 ARPE-19 cells with or without MYC overexpression were plated in 12-well plates and incubated with different concentrations of ICG-001 in triplicate for 7 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. (C) RT-qPCR for LEF1 in APRE cells infected with empty vector transfected with LEF1 siRNA.

**Additional file 7: Figure S7.** (A) Diagram of the metabolomics experiment showing Rat1 *myc−/−* fibroblasts with human MYC expression were transfected with either control or LEF1 siRNAs in triplicate. Cells were extracted with methanol 2 days after transfection and processed for LC/MS metabolomics. (B) Parallel dishes from the same experiment were exacted with NP40 lysis buffer and subjected to Western blotting. (C) Principal component analysis (PCA) plot was generated by SIMCA 13.0.3 to show the sample clusters, and t [1] and t [2] are variances of the samples.

**Additional file 8: Figure S8.** (A) Heatmap comparing the metabolic profile of *myc−/−* cell reconstituted with MYC and transfected with either control siRNA or siRNA for LEF1. (B) Metabolites and metabolic pathways altered by LEF1 silencing. (C) Diagram of β-oxidation with metabolites affected by LEF1 knockdown in MYC-expressing cells and their corresponding enzymes.

**Additional file 9: Table S1.** List of primers.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

ACAD9: Acyl CoA dehydrogenase 9
AHR: Aryl hydrocarbon receptor
APC: Adenomatous polyposis coli
DKK1: Dickkopf-related protein 1
DVL1/2: dishevelled ½
FZD2: Frizzled 2
HCEC: Human colonic epithelial cell
LEF1: Lymphoid enhancer binding factor 1
LIF: Leukemia inhibitory factor
LRP5/6: Low-density lipoprotein receptor-related protein 5/6
MAX: MYC-associated factor X
PPARδ: Peroxisome proliferator activated receptor delta
TCF: Transcription factor

## References

[1] Lao VV, Grady WM (2011). Epigenetics and colorectal cancer. Nat Rev Gastroenterol Hepatol.

[2] Fearon ER, Vogelstein B (1990). A genetic model for colorectal tumorigenesis. Cell.

[3] Jasperson KW, Tuohy TM, Neklason DW, Burt RW (2010). Hereditary and familial colon cancer. Gastroenterology.

[4] MacDonald BT, Tamai K, He X (2009). Wnt/beta-catenin signaling: components, mechanisms, and diseases. Dev Cell.

[5] Gross JC, Chaudhary V, Bartscherer K, Boutros M (2012). Active Wnt proteins are secreted on exosomes. Nat Cell Biol.

[6] Alexandre C, Baena-Lopez A, Vincent JP (2014). Patterning and growth control by membrane-tethered wingless. Nature.

[7] Basu Sayon, Haase Gal, Ben-Ze'ev Avri (2016). Wnt signaling in cancer stem cells and colon cancer metastasis. F1000Research.

[8] Najdi R, Holcombe RF, Waterman ML (2011). Wnt signaling and colon carcinogenesis: beyond APC. J Carcinog.

[9] Clevers H, Loh KM, Nusse R (2014). Stem cell signaling. An integral program for tissue renewal and regeneration: Wnt signaling and stem cell control. Science.

[10] Stamos JL, Weis WI (2013). The beta-catenin destruction complex. Cold Spring Harb Perspect Biol.

[11] Hovanes K, Li TW, Munguia JE, Truong T, Milovanovic T, Lawrence Marsh J, Holcombe RF, Waterman ML (2001). Beta-catenin-sensitive isoforms of lymphoid enhancer factor-1 are selectively expressed in colon cancer. Nat Genet.

[12] Wang WJ, Yao Y, Jiang LL, Hu TH, Ma JQ, Liao ZJ, Yao JT, Li DF, Wang SH, Nan KJ (2013). Knockdown of lymphoid enhancer factor 1 inhibits colon cancer progression in vitro and in vivo. PLoS One.

[13] Shtutman M, Zhurinsky J, Simcha I, Albanese C, D'Amico M, Pestell R, Ben-Ze'ev A (1999). The cyclin D1 gene is a target of the beta-catenin/LEF-1 pathway. Proc Natl Acad Sci U S A.

[14] He TC, Sparks AB, Rago C, Hermeking H, Zawel L, da Costa LT, Morin PJ, Vogelstein B, Kinzler KW (1998). Identification of c-MYC as a target of the APC pathway. Science.

[15] Sansom OJ, Meniel VS, Muncan V, Phesse TJ, Wilkins JA, Reed KR, Vass JK, Athineos D, Clevers H, Clarke AR (2007). Myc deletion rescues Apc deficiency in the small intestine. Nature.

[16] Dang CV (2015). Web of the extended Myc network captures metabolism for tumorigenesis. Cancer Cell.

[17] Hsieh AL, Walton ZE, Altman BJ, Stine ZE, Dang CV (2015). MYC and metabolism on the path to cancer. Semin Cell Dev Biol.

[18] Kress TR, Sabo A, Amati B (2015). MYC: connecting selective transcriptional control to global RNA production. Nat Rev Cancer.

[19] Hatton KS, Mahon K, Chin L, Chiu FC, Lee HW, Peng D, Morgenbesser SD, Horner J, DePinho RA (1996). Expression and activity of L-Myc in normal mouse development. Mol Cell Biol.

[20] Brodeur GM, Seeger RC, Schwab M, Varmus HE, Bishop JM (1984). Amplification of N-myc in untreated human neuroblastomas correlates with advanced disease stage. Science.

[21] Nau MM, Brooks BJ, Battey J, Sausville E, Gazdar AF, Kirsch IR, McBride OW, Bertness V, Hollis GF, Minna JD (1985). L-myc, a new myc-related gene amplified and expressed in human small cell lung cancer. Nature.

[22] Beroukhim R, Mermel CH, Porter D, Wei G, Raychaudhuri S, Donovan J, Barretina J, Boehm JS, Dobson J, Urashima M (2010). The landscape of somatic copy-number alteration across human cancers. Nature.

[23] Liu W, Le A, Hancock C, Lane AN, Dang CV, Fan TW, Phang JM (2012). Reprogramming of proline and glutamine metabolism contributes to the proliferative and metabolic responses regulated by oncogenic transcription factor c-MYC. Proc Natl Acad Sci U S A.

[24] Yochum GS, Sherrick CM, Macpartlin M, Goodman RH (2010). A beta-catenin/TCF-coordinated chromatin loop at MYC integrates 5′ and 3′ Wnt responsive enhancers. Proc Natl Acad Sci U S A.

[25] Roig AI, Eskiocak U, Hight SK, Kim SB, Delgado O, Souza RF, Spechler SJ, Wright WE, Shay JW (2010). Immortalized epithelial cells derived from human colon biopsies express stem cell markers and differentiate in vitro. Gastroenterology.

[26] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH image to ImageJ: 25 years of image analysis. Nat Methods.

[27] Korinek V, Barker N, Morin PJ, van Wichen D, de Weger R, Kinzler KW, Vogelstein B, Clevers H (1997). Constitutive transcriptional activation by a beta-catenin-Tcf complex in APC−/− colon carcinoma. Science.

[28] Anso E, Mullen AR, Felsher DW, Mates JM, Deberardinis RJ, Chandel NS (2013). Metabolic changes in cancer cells upon suppression of MYC. Cancer Metab.

[29] Mullen AR, Hu Z, Shi X, Jiang L, Boroughs LK, Kovacs Z, Boriack R, Rakheja D, Sullivan LB, Linehan WM (2014). Oxidation of alpha-ketoglutarate is required for reductive carboxylation in cancer cells with mitochondrial defects. Cell Rep.

[30] Lafita-Navarro MC, Kim M, Borenstein-Auerbach N, Venkateswaran N, Hao YH, Ray R, Brabletz T, Scaglioni PP, Shay JW, Conacci-Sorrell M (2018). The aryl hydrocarbon receptor regulates nucleolar activity and protein synthesis in MYC-expressing cells. Genes Dev.

[31] Patel RK, Jain M (2012). NGS QC toolkit: a toolkit for quality control of next generation sequencing data. PLoS One.

[32] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[33] Blackwood EM, Eisenman RN (1991). Max: a helix-loop-helix zipper protein that forms a sequence-specific DNA-binding complex with Myc. Science.

[34] Wu X, Tu X, Joeng KS, Hilton MJ, Williams DA, Long F (2008). Rac1 activation controls nuclear localization of beta-catenin during canonical Wnt signaling. Cell.

[35] Jamieson C, Sharma M, Henderson BR (2011). Regulation of beta-catenin nuclear dynamics by GSK-3beta involves a LEF-1 positive feedback loop. Traffic.

[36] Morgan RG, Ridsdale J, Payne M, Heesom KJ, Wilson MC, Davidson A, Greenhough A, Davies S, Williams AC, Blair A, et al. LEF-1 drives aberrant beta-catenin nuclear localization in myeloid leukemia cells. Haematologica. 2019.10.3324/haematol.2018.202846PMC660107930630973

[37] Veeman MT, Slusarski DC, Kaykas A, Louie SH, Moon RT (2003). Zebrafish prickle, a modulator of noncanonical Wnt/Fz signaling, regulates gastrulation movements. Curr Biol.

[38] Grigson ER, Ozerova M, Pisklakova A, Liu H, Sullivan DM, Nefedova Y (2015). Canonical Wnt pathway inhibitor ICG-001 induces cytotoxicity of multiple myeloma cells in Wnt-independent manner. PLoS One.

[39] Emami KH, Nguyen C, Ma H, Kim DH, Jeong KW, Eguchi M, Moon RT, Teo JL, Kim HY, Moon SH (2004). A small molecule inhibitor of beta-catenin/CREB-binding protein transcription [corrected]. Proc Natl Acad Sci U S A.

[40] Huang SM, Mishina YM, Liu S, Cheung A, Stegmeier F, Michaud GA, Charlat O, Wiellette E, Zhang Y, Wiessner S (2009). Tankyrase inhibition stabilizes axin and antagonizes Wnt signalling. Nature.

[41] Soucek L, Whitfield JR, Sodir NM, Masso-Valles D, Serrano E, Karnezis AN, Swigart LB, Evan GI (2013). Inhibition of Myc family proteins eradicates KRas-driven lung cancer in mice. Genes Dev.

[42] Dang C. V. (2013). MYC, Metabolism, Cell Growth, and Tumorigenesis. Cold Spring Harbor Perspectives in Medicine.

[43] Fehrenschild D, Galli U, Breiden B, Bloch W, Schettina P, Brodesser S, Michels C, Gunschmann C, Sandhoff K, Niessen CM (2012). TCF/Lef1-mediated control of lipid metabolism regulates skin barrier function. J Invest Dermatol.

[44] Beyaz S, Mana MD, Roper J, Kedrin D, Saadatpour A, Hong SJ, Bauer-Rowe KE, Xifaras ME, Akkad A, Arias E (2016). High-fat diet enhances stemness and tumorigenicity of intestinal progenitors. Nature.

[45] Takayama O, Yamamoto H, Damdinsuren B, Sugita Y, Ngan CY, Xu X, Tsujino T, Takemasa I, Ikeda M, Sekimoto M (2006). Expression of PPARdelta in multistage carcinogenesis of the colorectum: implications of malignant cancer morphology. Br J Cancer.

[46] He TC, Chan TA, Vogelstein B, Kinzler KW (1999). PPARdelta is an APC-regulated target of nonsteroidal anti-inflammatory drugs. Cell.

[47] Lecarpentier Y, Claes V, Vallee A, Hebert JL (2017). Interactions between PPAR gamma and the canonical Wnt/Beta-catenin pathway in type 2 diabetes and Colon Cancer. PPAR Res.

[48] Houten SM, Wanders RJ (2010). A general introduction to the biochemistry of mitochondrial fatty acid beta-oxidation. J Inherit Metab Dis.

[49] Satoh K, Yachida S, Sugimoto M, Oshima M, Nakagawa T, Akamoto S, Tabata S, Saitoh K, Kato K, Sato S (2017). Global metabolic reprogramming of colorectal cancer occurs at adenoma stage and is induced by MYC. Proc Natl Acad Sci U S A.

[50] Frey JL, Kim SP, Li Z, Wolfgang MJ, Riddle RC (2018). Beta-catenin directs Long-chain fatty acid catabolism in the osteoblasts of male mice. Endocrinology.

[51] Cagnol S, Rivard N (2013). Oncogenic KRAS and BRAF activation of the MEK/ERK signaling pathway promotes expression of dual-specificity phosphatase 4 (DUSP4/MKP2) resulting in nuclear ERK1/2 inhibition. Oncogene.

[52] Cowling VH, D'Cruz CM, Chodosh LA, Cole MD (2007). C-Myc transforms human mammary epithelial cells through repression of the Wnt inhibitors DKK1 and SFRP1. Mol Cell Biol.

[53] Posternak V, Ung MH, Cheng C, Cole MD (2017). MYC mediates mRNA cap methylation of canonical Wnt/beta-catenin signaling transcripts by recruiting CDK7 and RNA methyltransferase. Mol Cancer Res.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. (A) Major groups of genes in the WNT pathway are regulated by MYC. Red color represents activated genes, blue repressed genes and purple represents families of genes that contain members repressed and activated by MYC. (B) RT-qPCR for the indicated genes in Rat1 fibroblasts myc−/− or Rat1 fibroblasts myc−/− reconstituted with human MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in myc−/− samples was set to 1. (C) RT-qPCR for the indicated genes in ARPE-19 cells stably expressing empty vector or MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in ARPE control samples was set to 1. (D) Rat1 fibroblasts wild type (WT), myc−/− stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (E) ARPE-19 cells stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (F) DLD1 cells were transfected with control, MYC, or AHR siRNAs for 3 days before total protein extraction and Western blot assays. * p < 0.05, ** p < 0.01, *** p < 0.001.

Additional file 1: **Figure S1.** (A) Major groups of genes in the WNT pathway are regulated by MYC. Red color represents activated genes, blue repressed genes and purple represents families of genes that contain members repressed and activated by MYC. (B) RT-qPCR for the indicated genes in Rat1 fibroblasts *myc*-/- or Rat1 fibroblasts *myc*-/- reconstituted with human MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in *myc*-/- samples was set to 1. (C) RT-qPCR for the indicated genes in ARPE-19 cells stably expressing empty vector or MYC. Expression levels of each gene was normalized to the levels of 18S, and the expression levels of each genes in ARPE control samples was set to 1. (D) Rat1 fibroblasts wild type (WT), *myc-/-* stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (E) ARPE-19 cells stably expressing empty vector or MYC were extracted with NP40 lysing buffer, and the total cell lysates were subjected to Western blotting with the indicated antibodies. (F) DLD1 cells were transfected with control, MYC, or AHR siRNAs for 3 days before total protein extraction and Western blot assays. * p<0.05, ** p<0.01, *** p<0.001.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. (A) Comparison of the levels of the indicated genes in cancer tissues and adjacent normal tissues from TCGA database. Blue: downregulated (< 0.7), grey: no change (0.7–1.3), and red: upregulated (> 1.3). n = 41 pairs. (B) Kaplan–Meier curves comparing survival of patients with colon adenocarcinoma (COAD) divided into high and low expression levels of MYC-driven WNT signaling genes. Comparison between 30% highest and 30% lowest expression were generated using ONCLnc (http://www.oncolnc.org/).

Additional file 2: **Figure S2.** (A) Comparison of the levels of the indicated genes in cancer tissues and adjacent normal tissues from TCGA database. Blue: downregulated (<0.7), grey: no change (0.7-1.3), and red: upregulated (>1.3). n= 41 pairs. (B) Kaplan–Meier curves comparing survival of patients with colon adenocarcinoma (COAD) divided into high and low expression levels of MYC-driven WNT signaling genes. Comparison between 30% highest and 30 % lowest expression were generated using ONCLnc (<http://www.oncolnc.org/>).

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 3 — Additional file 3: Figure S3. (A) Gene levels of MYC-driven WNT signaling genes were compared between cancer tissues and normal tissues, and binary heatmaps were drawn to show the changes. Samples were sorted with p-value, and changes with p-value< 0.05 were considered statistically significant. (B) Kaplan–Meier curves comparing survival of various cancer types correlated with LEF1. Comparisons between 30% highest and 30% lowest expression were generated using ONCLnc (http://www.oncolnc.org/).

Additional file 3: **Figure S3.** (A) Gene levels of MYC-driven WNT signaling genes were compared between cancer tissues and normal tissues, and binary heatmaps were drawn to show the changes. Samples were sorted with p-value, and changes with p-value<0.05 were considered statistically significant. (B) Kaplan–Meier curves comparing survival of various cancer types correlated with LEF1. Comparisons between 30% highest and 30% lowest expression were generated using ONCLnc (<http://www.oncolnc.org/>).

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 4 — Additional file 4: Figure S4. (A) Scheme of colon cancer progression. (B) Genetic background of colonic cells used in this study. Information of cancer cell was obtained from Colorectal Cancer Atlas (http://colonatlas.org/). (C) DLD1 cells were transfected with either control or MYC siRNAs, and the relative RNA levels were measured by using RT-qPCR. (D) ChIP-seq data from the ENCODE database show that MYC and MAX binds to the LEF1 promoter in K562 and MCF10A cells. Cluster Scores (out of 1000) are shown in parentheses. (E) Rat fibroblast expressing inducible MYC expression (Tet-On) was cultured in the presence of 1 μg/ml doxycycline (Dox) for 48 h. Incubation with 25 μg/ml cycloheximide (CHX) for three hours was performed prior to RNA isolation and RT-qPCR analysis. Protein synthesis inhibition reduced LEF1 mRNA both in control and MYC expression cells, but to a less extent in MYC-expressing cells.

Additional file 4: **Figure S4.** (A) Scheme of colon cancer progression. (B) Genetic background of colonic cells used in this study. Information of cancer cell was obtained from Colorectal Cancer Atlas (http://colonatlas.org/). (C) DLD1 cells were transfected with either control or MYC siRNAs, and the relative RNA levels were measured by using RT-qPCR. (D) ChIP-seq data from the ENCODE database show that MYC and MAX binds to the LEF1 promoter in K562 and MCF10A cells. Cluster Scores (out of 1000) are shown in parentheses. (E) Rat fibroblast expressing inducible MYC expression (Tet-On) was cultured in the presence of 1 µg/ml doxycycline (Dox) for 48 hours. Incubation with 25 µg/ml cycloheximide (CHX) for three hours was performed prior to RNA isolation and RT-qPCR analysis. Protein synthesis inhibition reduced LEF1 mRNA both in control and MYC expression cells, but to a less extent in MYC-expressing cells.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 5 — Additional file 5: Figure S5. (A) ARPE-19 cells with or without MYC overexpression were fractionated into cytosolic and nuclear fractions, and the samples were subjected to Western blotting with the indicated antibodies. (B) ARPE-19 cells with or without MYC overexpression were transfected with either control or AHR siRNA, and then fractionated for Western blotting with the indicated antibodies.

Additional file 5: **Figure S5.** (A) ARPE-19 cells with or without MYC overexpression were fractionated into cytosolic and nuclear fractions, and the samples were subjected to Western blotting with the indicated antibodies. (B) ARPE-19 cells with or without MYC overexpression were transfected with either control or AHR siRNA, and then fractionated for Western blotting with the indicated antibodies.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 6 — Additional file 6: Figure S6. (A) RKO and Huh7 cells were transfected with control or LEF1 siRNAs for 3 days and then Western blotted. (B) 5000 ARPE-19 cells with or without MYC overexpression were plated in 12-well plates and incubated with different concentrations of ICG-001 in triplicate for 7 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. (C) RT-qPCR for LEF1 in APRE cells infected with empty vector transfected with LEF1 siRNA.

Additional file 6: **Figure S6.** (A) RKO and Huh7 cells were transfected with control or LEF1 siRNAs for 3 days and then Western blotted. (B) 5,000 ARPE-19 cells with or without MYC overexpression were plated in 12-well plates and incubated with different concentrations of ICG-001 in triplicate for 7 days. Cells were then stained with crystal violet, and the relative viabilities were qualified with ImageJ. (C) RT-qPCR for LEF1 in APRE cells infected with empty vector transfected with LEF1 siRNA.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 7 — Additional file 7: Figure S7. (A) Diagram of the metabolomics experiment showing Rat1 myc−/− fibroblasts with human MYC expression were transfected with either control or LEF1 siRNAs in triplicate. Cells were extracted with methanol 2 days after transfection and processed for LC/MS metabolomics. (B) Parallel dishes from the same experiment were exacted with NP40 lysis buffer and subjected to Western blotting. (C) Principal component analysis (PCA) plot was generated by SIMCA 13.0.3 to show the sample clusters, and t [1] and t [2] are variances of the samples.

Additional file 7: **Figure S7.** (A) Diagram of the metabolomics experiment showing Rat1 *myc-/-* fibroblasts with human MYC expression were transfected with either control or LEF1 siRNAs in triplicate. Cells were extracted with methanol 2 days after transfection and processed for LC/MS metabolomics. (B) Parallel dishes from the same experiment were exacted with NP40 lysis buffer and subjected to Western blotting. (C) Principal component analysis (PCA) plot was generated by SIMCA 13.0.3 to show the sample clusters, and t[1] and t[2] are variances of the samples.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 8 — Additional file 8: Figure S8. (A) Heatmap comparing the metabolic profile of myc−/− cell reconstituted with MYC and transfected with either control siRNA or siRNA for LEF1. (B) Metabolites and metabolic pathways altered by LEF1 silencing. (C) Diagram of β-oxidation with metabolites affected by LEF1 knockdown in MYC-expressing cells and their corresponding enzymes.

Additional file 8: **Figure S8.** (A) Heatmap comparing the metabolic profile of *myc-/-* cell reconstituted with MYC and transfected with either control siRNA or siRNA for LEF1. (B) Metabolites and metabolic pathways altered by LEF1 silencing. (C) Diagram of β-oxidation with metabolites affected by LEF1 knockdown in MYC-expressing cells and their corresponding enzymes.

# Supplementary material for: Induction of LEF1 by MYC activates the WNT pathway and maintains cell proliferation
**Source:** Cell Commun Signal. 2019 Oct 17;17:129. doi: 10.1186/s12964-019-0444-1
**Supplement:** Supplementary file 9 — Additional file 9: Table S1. List of primers.

Table S1: List of primers

| **Gene name** | **Left Primer** | **Right Primer** |
| --- | --- | --- |
| Rat Myc | GTGCTGCATGAAGAGACACC | TCAATTTCTTCCTCATCATCTTGT |
| Rat Lef1 | TGGTAAACGAGTCCGAAATCA | TGTGTTTGTCCGACCACCT |
| Rat Tcf3 | AAGGTTCCGCCTGGTCTT | GGCGTCCCTGCTGTAGTTAT |
| Rat Dkk1 | CGGGAATTACTGCAAAAACG | CAATGATGCCTTCCTCGATT |
| Rat Dvl1 | GGCGGCATCTACATTGGA | TGTTCTCAAAGTTGACATCATTCAC |
| Rat Lrp6 | CATGATACGAAAGGCACAAGAA | TCTGATTTGGAACCGAGCTT |
| Rat Fzd1 | GCTCTTCGTCTATCTGTTCATCG | GAAGAGCGACACGAAACCA |
| Rat Fzd2 | GTGTCAGTGGCCTACATTGC | CCTCAGAGAAGCGCTCGTT |
| Human MYC | CACCAGCAGCGACTCTGA | GATCCAGACTCTGACCTTTTGC |
| Human LEF1 | AAACAGGAACATCCCCACAC | TCAGAGGCTTCTTAATGTGAGGT |
| Human TCF3 | CGCAGTTCGGAGGTTCAG | AGGAGGAGCTGCTCTGGTC |
| Human DVL1 | GCACCAGCTCCTCCTCACTA | TGTCACTCTTCACCGTCAGC |
| Human DVL2 | GGGTTGGGGATTATCTGAGG | CTCGCAGGAGAGACAGCAC |
| Human LRP5 | AGCTGTGAATGTGGCCAAG | CGTGGGGTGTGAAGAAGC |
| Human LRP6 | GGCACTTACTTCCCTGCAAT | TGTAATGTGATCGCTCTGTGG |
| Human FOXQ1 | GCGGACTTTGCACTTTGAA | TTTAAGGCACGTTTGATGGA |
| 18S | ACCGCAGCTAGGAATAATGGA | GCCTCAGTTCCGAAAACCA |
| LEF1 EBox-1 | ATGATGAAGTCAAGCCACTGC | GCTTATAACCCACCGAAAGGC |
| LEF1 EBox-2 | CCTCCAGCGGGCAGC | TCCCCACTGCTTCTCCTCC |
| LEF1 EBox-3 | AGGAGAAGCAGTGGGGAGG | CGTCCTGGTTCCTCGGC |
| LEF1 -2.6Kb | ACTGGAGGTTGGCTGTTGTA | GCAATTGTTTTCACGGTCGG |

How the deposited data were processed for this re-analysis (not part of the article)

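RNA-seq was measured in 18 libraries of Rat1 fibroblasts in 6 groups of 3 cultures: myc−/−, myc−/− + MYC, myc−/− siCtrl, myc−/− + MYC siCtrl, myc−/− + MYC siAHR-2 and myc−/− + MYC siAHR-5. Condition and replicate number of each library were taken from the sample labels, and the columns of the table were matched to the samples by the names given there. Value columns without a sample numbered 0.

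The authors had the RNA sequenced, checked the reads with the NGS-QC-Toolkit, aligned them to rn6 with HISAT2, removed genes with fewer than 10 total reads and normalized the rest with DESeq2. The read counter and the gene annotation are not named in the paper's text. The authors deposited normalized expression on a log2 scale for 13188 genes, without pooling replicates. The table is labelled as log CPM, but the values taken off the log scale sum in each library to between 86.3 and 161 times the total of a library in CPM. The lowest values differ from gene to gene. The transformation behind them is not known, and whether it makes the log2 fold changes of genes with low values smaller than those of counts was not tested. No read counts can be taken from the values, and the depth of the libraries and the precision it gives are unknown. The spread between the 3 cultures of a group is the measure of error used here.

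The libraries fell into a set of 6 (myc−/− siCtrl and myc−/− + MYC) and a set of 12 (the other groups) that had been put on different scales. The comparisons of MYC written before the data were examined, within untransfected and within siCtrl-transfected cells, would each have set a group of one set against a group of the other. The myc−/− groups of the 2 sets differed in 9175 genes past the cutoffs and the MYC-expressing groups in 8675 genes, more than differ between cells with and without MYC within a set. MYC was therefore tested within each set, where the transfection label changes together with MYC, and the comparisons as labelled across the sets became an alternative. The difference between the MYC effects (set of 12 minus set of 6) was tested in one fit of 12 libraries in 4 groups.

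Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on the values as deposited, with Benjamini-Hochberg adjustment over all 13188 genes. Only the groups compared entered a fit. A gene passed when its log2FC was at least 0.585 in size, a fold of 1.50, and its adjusted p at most 0.01, the cutoffs of the paper's results; the FDR below 0.05 of the paper's methods was an alternative. Shares of gene families were compared with Fisher's exact test (2-sided), and the list of β-catenin target genes with limma's camera at an inter-gene correlation of 0.01. The fits were tested on simulated values with the mean and spread of the real genes: 197 of 200 genes changed by a log2FC of 1 were called in a fit of 6 libraries, together with 0 of 12988 unchanged genes. The test of the difference called 199 of 200 genes changed by a log2FC of 2 and 0 of 12988 unchanged genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

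The alternatives were the cutoff, all 18 libraries in one fit, no mean-variance trend, quantile normalization, centring each library on its median, genes with a mean log2 value of at least 1, a pseudocount of 1, the replicate number as a block, and leaving out each library in turn. They were set before the data were examined. The comparisons as labelled across the sets, and an additive fit of MYC, transfection label and set over 12 libraries, were added after seeing the values. The pairing used by the block comes from the replicate numbers in the sample labels; nothing in the paper's text says that same-numbered cultures were grown together.

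Genes named are those of Fig. 1a, of Fig. 6b, those the paper names, members of the WNT families and the β-catenin target list, and the 3 genes with the largest rise and the 3 with the largest fall in each comparison, among genes past the cutoffs with a mean log2 value of at least 1 and no overlap between groups. The rule was written before the data were examined, and 1 gene it picks is not reported here. Gene symbols are those of the deposited table. Of these, 12169 matched a symbol and 809 only a synonym in a RefSeq gene table of another assembly, GRCr8, which was used only for gene spans and for the order of genes along chromosomes, so no coordinates are given. Frat1, Apcdd1, Sp5, Tcf7 and Znrf3 were not analysed here. Western blots, RT-qPCR, ChIP, metabolomics and tumor data of the paper were not analysed here.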

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

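The test of groups with the same MYC state across the sets and that of exchanged labels were chosen after their results were seen, and the MYC comparison within each set and the difference between them were defined after the scales of the sets were seen.

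The effect of MYC differed between the 2 sets of libraries. In the test of the difference itself (MYC effect in the set of 12 minus that in the set of 6), 2171 genes passed the cutoffs, 896 higher and 1275 lower, and 776 of them had effects of opposite sign in the sets. Among the genes of Fig. 1a, the difference was −3.33 for SERPINF1 (limma adjusted p = 1.53e-13), −0.61 for LRP6 (limma adjusted p = 0.00265) and 1.07 for LIF (limma adjusted p = 1.11e-05). The difference of LRP6 was below the fold cutoff after median centring. It did not pass both cutoffs, of fold and adjusted p, in 5 of the 12 fits that each left out one library. By the rule for named genes, Pvalb (4.29) and Nfasc (4.16) were among the largest positive differences, and the largest negative ones were those of Col1a1 (−4.22), Matn4 (−3.98) and Acta2 (−3.78).

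Scaling of the libraries was tested with quantile normalization, after which 2208 genes passed, 1936 of them among the 2171. The direction balance depended on the scaling: 1025 were higher and 1183 lower after quantile normalization, and 1101 higher and 1079 lower after median centring. A single deviating library was tested by leaving out replicate 2 of the myc−/− group, and 2167 genes passed. Gene length was tested by the rank correlation across genes between the difference and the gene span, which was 0.0955 for the 92.3% of genes with a span. None of these accounted for the number of genes that differed. GC content was not tested, because no genome sequence was used. Of 100 drawn splits of the libraries within each set, the real one included, 2 gave as many genes. The other was the split that exchanges the MYC and control groups in one set only, which tests the sum of the effects and gave 6287 genes; the splits that mixed groups gave at most 1680. Of the 17 splits that parted as many same-numbered libraries as the real one, the same 2 gave as many. The myc−/− groups of the 2 sets differed in 9175 genes past the cutoffs, 7440 in one direction and 1735 in the other. That count also holds the difference in scale between the sets, so it does not measure batch or transfection. A batch of culture, library or normalization, and the transfection label, remain. The difference between the MYC effects cannot be told apart from these: as labelled, cells with and without MYC within each set also differ in transfection, in opposite order. The labels were used as given. An exchange of the transfection labels of the 2 myc−/− groups is not excluded: the 6 genes of Fig. 6b, read by eye, had a median log2 gap of 0.0369 to the set of 6 and of 0.606 to the untransfected groups as labelled. A choice of these libraries by the authors would give the same gaps, so this cannot tell. With exchanged labels, transfection would not change with MYC within a set, and the difference would still follow both transfection and set. A biological dependence of the MYC effect on transfection may also be present, and the design cannot separate it.

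The paper reports 1 comparison of cells with and without MYC by RNA-seq and its text does not name the libraries used, while the libraries allow a comparison in each set. By sign, Fig. 1a lay nearest the set of 6. There 42 of 42 genes had the sign drawn, against 34 in the set of 12, and across the sets 31 under siCtrl and 23 without transfection. More genes passed in the direction drawn under siCtrl across the sets (28) than in the set of 6 (23), so the libraries used are not settled. The comparison in the set of 12 is therefore given separately, and 3361 genes passed the cutoffs there. Only the real split of its 6 libraries into 3 and 3 gave as many genes, 1 of 10 splits, and with so few splits this cannot become a small share. Leaving out each library in turn gave 3263 to 3413 genes, and quantile normalization 3456, so neither a single library nor the scaling accounts for the count. Batch and transfection could contribute to it. How much was not measured, because the 9175 genes given above also hold the difference in scale.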

How the results depend on the processing

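Of the results that answer a comparison, 298 of their values under the alternatives kept their direction and their side of the threshold or stayed within 1.5 times the count, and 20 did not. The alternatives that compare groups across the sets and the additive fit were chosen after seeing the data.

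An FDR below 5% without a fold cutoff raised each count: to 10051 genes for MYC in the set of 6, 8538 in the set of 12, 3860 for siAHR-2, 5169 for siAHR-5, 2014 for both siRNAs and 7235 for the difference between the MYC effects. The genes of Fig. 1a that passed in the direction of the figure became 42 in the set of 6 and 31 in the set of 12, and those that changed with siAHR-2, siAHR-5 and both became 12, 17 and 6. The odds ratio of the WNT families in the set of 12 turned from 0.759 to 1.26 (Fisher's exact test, p = 0.469 and 0.430), and over all alternatives of that result Fisher's exact p lay between 0.390 and 1.

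Groups compared as labelled, across the sets, differed in 8776 genes without transfection (1861 higher, 6915 lower with MYC, median log2FC −0.64) and 9231 genes under siCtrl (6799 higher, 2432 lower, median 0.63). How much of these counts comes from scale, batch or transfection was not tested. In these comparisons 28 genes of Fig. 1a passed in the direction of the figure under siCtrl and 5 in the opposite one, and without transfection 18 passed in that direction and 9 in the opposite one. The odds ratio of the WNT families was 1.16 under siCtrl and 1.01 without transfection (Fisher's exact test, p = 0.680 and 1). Single genes reversed: without transfection the log2FC was −0.38 for LRP6, −0.13 for TCF3, −0.35 for MAX, −0.0147 for PPARD, −0.61 for ACAD9, −0.0225 for ACADS and 3.90 for Pvalb. Under siCtrl it was 0.73 for LRP6, −0.45 for LIF and 0.13 for ACADS. LEF1 rose in both (0.85 and 2.38).

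The additive fit over 12 libraries, which assumes one MYC effect, gave 3271 genes and an odds ratio of 1.03 (Fisher's exact test, p = 0.884) for the WNT families. Against the set of 6, SERPINF1 reversed (−0.48). Against the set of 12, LRP6 (0.17), LIF (−0.43), ACADL (−0.16) and ACADS (0.0527) reversed. For the changes under the FDR cutoff, across the sets and under the additive fit the cause was not tested.

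With the replicate number as a block, 0 genes passed for siAHR-2 (62 without the block) and 0 for both siRNAs (14 without), with 5030 and 2752 genes at an unadjusted p under 0.05. The mean correlation of same-numbered deviations was 0.0101 for siAHR-2 and 0.0976 for siAHR-5, and the block uses degrees of freedom without removing shared deviations, so these losses do not show smaller effects: the log2FC are the same. The block gave 3538 genes for MYC in the set of 6, 3304 in the set of 12, 270 for siAHR-5 and 2171 for the difference.

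Across the fits that each left out one library, the counts ran from 3518 to 3567 for MYC in the set of 6, 3263 to 3413 in the set of 12, 52 to 64 for siAHR-2, 274 to 297 for siAHR-5, 10 to 16 for both siRNAs, and 2139 to 2231 for the difference. The Fig. 1a genes changed by siAHR-5 ran from 1 to 3. Their number past the cutoffs with MYC ran from 23 to 24 in the set of 6 and from 15 to 17 in the set of 12.

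Quantile normalization and median centring moved the direction of the siAHR-5 calls: 63.4% of the 306 genes were higher as deposited, 50.2% of 253 after quantile normalization and 49.8% of 299 after median centring. Of the 306, 228 and 260 passed under these scalings. For MYC, quantile normalization moved the share of higher genes from 46.7% to 51.7% in the set of 6 and from 42.4% to 52.0% in the set of 12, so that more genes were higher than lower. Median centring moved it to 42.7% in the set of 6 and to 46.0% in the set of 12, with more genes lower than higher in both. Among 942 values of 62 results for single genes, 893 were the same in direction and call, 15 reversed (each given above), 15 passed a cutoff they had not passed and 19 no longer passed. No mean-variance trend, all libraries in one fit, the filter on low values and the pseudocount changed 0 of these calls. The filter on low values removed none of the genes that passed, so it shows little.

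Of the 10 splits of 6 libraries into 3 and 3, only the real one (1 of 10) gave as many genes as observed, for MYC in either set, for siAHR-2, for siAHR-5, and for the Fig. 1a genes with MYC or siAHR-5. The other splits gave 0 genes past the cutoffs, with 34 to 62 genes at an unadjusted p under 0.05 in the set of 6, 49 to 185 in the set of 12, 238 to 415 for siAHR-2 and 151 to 663 for siAHR-5. The same held among the 4 splits that part all same-numbered libraries; the others part only 1 such pair. The WNT enrichment p was as small only in the real split (1 of 10), which is fixed where the others call 0 genes. For both siRNAs, 3 of 100 drawn splits of the 9 libraries gave at least 14 genes, the real one, one that exchanges whole groups and one that mixes them (145 genes); among the 10 splits parting as many same-numbered libraries, 2 did. The unknown depth leaves open how far low genes such as WNT2B can be called.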

Differences from the paper's values

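The paper gives approximately 300 genes mediated by AHR in MYC-expressing cells, a value it cites from its earlier report; 14 genes passed the cutoffs here in the same direction with both siRNAs. None of the alternatives set before the data were examined closed the gap: an FDR below 5% gave 2014 genes, quantile normalization and median centring 13 each, the replicate block 0 (2752 at an unadjusted p under 0.05), and leaving out one library 10 to 16; the remaining ones gave 14. With siAHR-5 alone, 306 genes passed, and with siAHR-2 alone 62.

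For the genes altered by MYC, the paper's value of over 5000 stands beside 3537 in the set of 6 and 3361 in the set of 12. At an FDR below 5% there were 10051 and 8538 genes, and across the sets, in comparisons chosen after seeing the values, 8776 and 9231.

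The paper draws the genes of Fig. 1a as past the fold cutoff; 23 of 42 passed it here in the set of 6 and 16 in the set of 12 in the direction drawn, and at an FDR below 5% 42 and 31. The paper names WNT2B and LRP6 among the genes activated by MYC. Their log2FC of 0.19 and 0.48 in the set of 6 were below the fold cutoff, and in the set of 12 they were −0.01 and −0.13. At an FDR below 5% both were called in the set of 6, and after quantile normalization LRP6 passed the cutoffs there (0.62). TCF3 had a log2FC of 0.58 in the set of 6 and passed after quantile normalization (0.77) and without replicate 3 of the myc−/− siCtrl group (0.60). Compared across the sets under siCtrl, a setting chosen after seeing the values, WNT2B (1.98), LRP6 (0.73), TCF3 (0.96) and MAX (1.18) passed, and LIF fell by 0.45. In the same kind of comparison without transfection, WNT2B passed in the opposite direction (−1.80), and LRP6 (−0.38), TCF3 (−0.13) and MAX (−0.35) were lower with MYC. In the additive fit, also chosen after seeing the values, LIF fell by 0.43. The paper has LIF as repressed by MYC; its log2FC was −0.96 in the set of 6 and 0.11 in the set of 12. SERPINF1, drawn as higher with MYC in Fig. 1a, had a log2FC of 1.19 in the set of 6 and −2.14 in the set of 12.

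The paper reports the WNT pathway as enriched by a KEGG analysis that was not repeated here. The gene families compared in its place, drawn in part from Fig. 1a, gave odds ratios of 1.27 and 0.759 (Fisher's exact test, p = 0.393 and 0.469).

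Of the relative levels in Fig. 6b, none differed by more than 1.5 times from the set of 6. The widest gap was that of ACAD9, about 1.7 in Fig. 6b, read by eye, against 1.16 in the set of 6 and 1.65 in the set of 12. On the log2 scale, 5 of 6 genes of Fig. 6b were within 0.1 of the figure in the set of 6 (median gap 0.0369), 2 of 6 in the set of 12 (median gap 0.434), and 0 of 6 in the untransfected groups as labelled across the sets (median gap 0.606).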

Other observations

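The test of genes along chromosomes was chosen after its result was seen, and all values of the MYC effect given here come from comparisons within each set, defined after the scales of the sets were seen.

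In DLD1 cells the paper relates FOXQ1 and LRP6 to MYC and refers to its RNA-seq. In the fibroblasts, Foxq1 had a log2FC of 0.23 in the set of 6 (limma adjusted p = 0.0327) and −0.35 in the set of 12 (limma adjusted p = 0.0177), below the fold cutoff in both.

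A list of 15 target and feedback genes of β-catenin was written before the data were examined, with the hypothesis that they rise with MYC. Of the 11 in the table, 4 were higher with MYC in either set. Their mean log2FC was −0.12 in the set of 6 and −0.10 in the set of 12, with an adjusted p = 0.585 in each from limma's camera test, adjusted over the 2 sets. Of the 10 splits of the set of 6, 9 gave as small a p. With the replicate block the camera adjusted p = 0.571 in each, from limma. In each set 2 of these genes passed the cutoffs higher with MYC and 3 lower, so the mean joins changes in both directions. The list as a whole did not rise with MYC in these libraries, which leaves open what single members do. Some members had low values. In the set of 6, Notum lay at 1.46 without and 1.42 with MYC, Lgr5 at 3.00 and 2.965, and Ascl2 at 3.54 and 3.43. How far such low genes can be seen to rise here is unknown. Whether β-catenin activity changed was not tested.

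Another hypothesis was that AHR knockdown lowers the genes MYC induces. For the 1653 genes induced by MYC in the set of 6, limma's camera test gave an adjusted p = 0.336 for siAHR-2 (up relative to other genes, mean log2FC 0.03) and an adjusted p = 0.679 for siAHR-5 (down relative to other genes, mean log2FC 0.03), adjusted over 4 tests. The hypothesis was not borne out over this list. The 1884 repressed genes moved up with siAHR-5 (mean log2FC 0.09, limma camera adjusted p = 0.00209), and not with siAHR-2 (mean −0.01, limma camera adjusted p = 0.356).

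Replicate 2 of the myc−/− group lay apart from the other two. The SD across genes of its difference was 0.174 from replicate 1 and 0.171 from replicate 3, against 0.0788 between replicates 1 and 3. After quantile normalization the ratio of these spreads was still 2.15 (2.2 as deposited), so scaling does not account for it. An admixture of MYC-expressing cells was tested by the correlation across genes between replicate 2 minus replicate 1 and the MYC effect of the set of 6, which was 0.0842, and goes against it. No biological explanation was tested.

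Genes far from each other on a chromosome shared part of their MYC effect. Between a gene and the mean of the genes 51 to 100 places further along, in the gene order of GRCr8 and over 6393 genes with a mean value of at least 8, the correlation of log2FC across genes, which are not independent replicates, was 0.187 in the set of 6 and 0.174 in the set of 12, against −0.0002 for siAHR-2 and 0.0331 for siAHR-5. In 100 shufflings of the genes in the set of 6 it lay between −0.0305 and 0.0391. Copy-number differences between the lines with and without MYC are a candidate explanation. The pattern cannot be told apart from GC content, which varies along chromosomes and was not tested here because no genome sequence was used.

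Some of the largest rises with MYC were shared by both sets and are genes that the paper does not discuss. Eif2s3y went from 5.97 to 10.47 in the set of 6 and from 8.93 to 13.21 in the set of 12. Rnf17 had log2FC of 4.89 and 4.36, and Tdrd1 4.92 and 4.41. Ddx3, whose reads can be shared with other copies, had 5.02 and 4.27. Rat Myc was lower in cells with MYC in both sets (−1.26 and −2.68). No explanation was tested for these values.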
